# Inherent Plasticity of Brown Adipogenesis in White Fat of Mice Allows for Recovery from Effects of Post-Natal Malnutrition

**DOI:** 10.1371/journal.pone.0030392

**Published:** 2012-02-24

**Authors:** Leslie P. Kozak, Robert A. Koza, Rea Anunciado-Koza, Tamra Mendoza, Susan Newman

## Abstract

Interscapular brown adipose tissue (iBAT) is formed during fetal development and stable for the life span of the mouse. In addition, brown adipocytes also appear in white fat depots (wBAT) between 10 and 21 days of age in mice maintained at a room temperature of 23°C. However, this expression is transient. By 60 days of age the brown adipocytes have disappeared, but they can re-emerge if the adult mouse is exposed to the cold (5°C) or treated with β3-adrenergic agonists. Since the number of brown adipocytes that can be induced in white fat influences the capacity of the mouse to resist the obese state, we determined the effects of the nutritional conditions on post-natal development (birth to 21 days) of wBAT and its long-term effects on diet-induced obesity (DIO). Under-nutrition caused essentially complete suppression of wBAT in inguinal fat at 21 days of age, as indicated by expression of *Ucp1* and genes of mitochondrial structure and function based upon microarray and qRT-PCR analysis, whereas over-nutrition had no discernible effects on wBAT induction. Surprisingly, the suppression of wBAT at 21 days of age did not affect DIO in adult mice maintained at 23°C, nor did it affect the reduction in obesity or cold tolerance when DIO mice were exposed to the cold at 5°C for one week. Gene expression analysis indicated that mice raised under conditions that suppressed wBAT at 21 days of age were able to normally induce wBAT as adults. Therefore, neither severe hypoleptinemia nor hypoinsulinemia during suckling permanently impaired brown adipogenesis in white fat. In addition, energy balance studies of DIO mice exposed to cold indicates that mice with reduced adipose stores preferentially increased food intake, whereas those with larger adipose tissue depots preferred to utilize energy from their adipose stores.

## Introduction

Interscapular brown adipose tissue (iBAT) in mice first appears during the last days of gestation, matures during the sucking period and remains at a relatively stable level throughout the life of the animal [1], [2], [3]. In contrast, brown adipocytes, which are induced in white fat depots by cold exposure or treatment with β3-adrenergic agonists in adults (wBAT), first appear transiently in the both subcutaneous and visceral fat depots at approximately 21 days of age [3]. Since the mice are maintained at normal room temperature (23°C) at 21 days of age, this induction seems to be independent of enhanced adrenergic signaling that normally mediates cold-induced thermogenesis in adult mice [4], [5]. Whereas the differentiation of iBAT occurs during fetal development, consistent with a function in maintenance of body temperature in the newborn, the physiological function of wBAT in white fat depots at weaning suggests that wBAT has a role in body weight regulation; but, this is mere speculation. Increases in wBAT, induced in several transgenic mice, generally cause resistance to diet-induced obesity [6], [7]. While providing proof of principle that increases in wBAT can reduce obesity; nevertheless, these models do not clarify the normal physiological function of wBAT. In a genetic model based upon allelic variation in the induction of wBAT in recombinant inbred strains (RI; AXB, BXA) of mice upon adrenergic stimulation, the diet-induced obesity in mice fed a high fat diet at a room temperature of 23°C does not correlate with the potential induction of wBAT. However, when RI mice with induced DIO are stimulated adrenergically by β3-adrenergic agonists, RI mice with a greater capacity for induction of wBAT lose more adipose tissue [8].

In an experiment aimed at determining the developmental basis for non-genetic variation in diet-induced obesity in C57BL/6J mice, we adapted published protocols to raise mice from birth to weaning under-conditions of over- and under-nutrition [9], [10], [11]. We showed that restricted feeding (50% of the food consumed by nursing dams fed ad libitum) of the nursing dam from birth to 21 days of age (LUN group) led to a severe restriction of adipose tissue mass development that strongly affects the capacity for diet-induced obesity in adult mice [11]. Of particular interest was that the under-nutritional protocol (LUN) reduced the expression of a set of genes, associated with the cytoskeleton and caveolae structures, in the inguinal fat of 10 day old mice in proportion to their capacity for adipose tissue expansion.

Since the adipocytes or resident progenitors of the inguinal fat in a the suckling mouse will also give rise to the brown adipocytes that appear at 21 days of age [3], we used K-means cluster analysis of the microarray data to determine whether the differentiation of the wBAT would be affected by under-nutrition during early post-natal development. Having observed that under-nutrition causes a profound suppression of wBAT differentiation at 21 days of age, we assessed the consequences of suppression of the brown adipocyte differentiation program at 21 days on the capacity for diet-induced obesity in mice fed a high fat diet from 8 to 16 weeks of age. If the brown adipocytes in the white fat depots are involved in the regulation of body weight, then suppression of brown adipocyte differentiation by under-nutrition during early post-natal development, that is, at 21 days of age, may reduce the capacity for diet-induced thermogenesis and result in increased diet-induced obesity in those adult mice that were under-nourished during the lactation period. The results suggest that DIO was not enhanced in adult mice with a history of under-nutrition compared to control mice and that the induction of brown adipocytes in white fat depots of adult mice by exposure to an ambient temperature of 4°C for one week was not impaired by under-nutrition during early post-natal development.

## Results

### Suppression of gene expression during wBAT differentiation by under-nutrition during early development

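Inguinal fat of male C57BL/6J mice was compared between 3 diet groups at 5 ages, days 5, 10, 21, 56 and 112. Control pups were nursed in litters of 8 by dams with free access to food. Under-nourished pups (LUN) were nursed in litters of 8 by dams that received 50% of the food eaten by control dams, and over-nourished pups (LON) in litters of 4 by dams on a high fat diet. All mice then received the same chow until day 56 and a high fat diet for 8 weeks until day 112. RNA from 12 mice was pooled for each of the 15 groups, and each pool was hybridized to 3 Applied Biosystems Mouse Genome Survey arrays, 45 arrays in all. Because the 3 arrays of a group share 1 pool, their spread is the error of the arrays, and every test compares RNA pools without a measure of the variation between mice. The raw signals of 33012 probes were quantile-normalized over all arrays, taken to log2 and fitted in limma with a mean for each group. P-values were adjusted by the method of Benjamini and Hochberg over all probes, with a threshold of 0.05. The probes that carry a single gene symbol stand for 13840 genes, and a gene with several probes is represented by its brightest. The median raw signal of an array had a middle value of 850.6 in the control, 746.6 in the LUN and 924.3 in the LON group, and the mean correlation of an array with the other arrays of its group from 0.841 to 0.980. The number of arrays limits the precision. The fit was also run on simulated arrays with the spread of the real ones and no other difference between groups. Log2 changes of 1 and of 2 were added to 100 probes each in the LUN arrays of day 21. Of these, 16% of the log2 changes of 1 and 63% of the log2 changes of 2 passed the threshold. The number of arrays was not varied. Fewer probes were changed than were called in the data, which makes the adjustment stricter. These shares are therefore not the power of the real comparison.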

To identify the regulatory pathways associated with environmentally-dependent and genetically-independent modulation of adipose tissue expansion during early development, microarray analyses were performed on RNA from inguinal fat of C57BL/6J mice in the Control, LUN and LON groups at 5,10, 21, 56 and 112 days of age (for nutritional protocol see [11] ). K-means cluster and Venn analysis revealed a set of genes that were expressed in parallel with the rate of fat mass accumulation, that is, expression reach their highest levels at 5 and 10 days of age and then again at 112 days of age following 8 weeks on a high fat diet, whereas the lowest levels of expression were at 21 and 56 days of age [11]. The major genes present in this set encoded components of the caveolae and cytoskeleton, which have previously been implicated in fat mass expansion [12], [13], [14].

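Of 8 genes of the caveolae, 5 were higher in control inguinal fat at days 5, 10 and 112 than at days 21 and 56 and none was lower (7 higher when adjusted over the list alone). The median of the 8 log2 differences was 1.07. Cavin2 (log2 difference 1.36), Cavin3 (1.35), Cav1 (1.25) and Cav2 (1.15) were the largest changes. Of 23 genes of the cytoskeleton, 9 were higher and 1 was lower (13 and 2 when adjusted over the list alone), with a median of 0.55. Tuba1a differed by 1.85, Vim by 1.39 and Vcl by 1.06, and Ezr fell by 1.30 on the log2 scale. Both medians were above those of all 10000 random lists of genes with a similar signal, and both stayed positive under each of the normalizations tried. The study described this pattern and these gene classes from the same arrays. The counts, medians and ranks are therefore not independent evidence for it. Over all probes, 1345 were higher and 1516 lower in the same comparison by limma. The median of 11 skeletal muscle markers was -0.26. In the LUN group at day 10, Cavin3 (log2 fold change -1.18) and Ehd2 (-1.06) were lower than in the control group by limma. The number of caveolae genes called there was 5 with median scaling, 1 without LUN day 10 replicate 1, and 0 without control day 10 replicate 2, with only the compared arrays or with pools as replicates. The caveolae genes had a median of -0.81 there (6 lower and 1 higher when adjusted over the list alone). The cytoskeleton genes had a median of -0.11, with Tpm1 higher (2.20) and Tuba1a lower (-2.10), beside a median of 2.16 for the muscle markers.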

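The probe for Ucp1 (probe 932079) gave its highest normalized signals at day 21 in the control and LON groups. In control mice the mean signal was 47110 at day 5 and 177300 at day 10 on one side of that peak, and 125000 at day 56 and 2253 at day 112 on the other. In LON mice it was 68330, 408700, 63540 and 1226 at the same 4 ages. In LUN mice it was 13280 at day 5, 181200 at day 10, 175200 at day 56 and 3783 at day 112, and day 21 lay near days 10 and 56. K-means clustering with 20 clusters was run on the z-scores of the 15 group means for probes above the median signal with at least a 2-fold range. Ucp1 fell into a cluster of 706 probes with 354 named genes. The genes of this cluster with the highest correlation with Ucp1 included Cox7a1 (r = 0.94), Cyc1 (0.89), Letmd1 (0.89), Mrps36 (0.87) and Lrpprc (0.87), a correlation of the 15 group means that was also what placed them there. Letmd1 (log2 fold change -1.07) and Lrpprc (-0.81) were lower in LUN than in control mice at day 21. Fabp3 and Cidea were not in the cluster. None of 11 skeletal muscle markers was, but the muscle gene Actc1 (r = 0.685) was. On the deposited normalized values the cluster held 518 probes, Fabp3, Cidea and 9 of the muscle markers. With another k-means algorithm on those values it held 730 probes, 1 of the muscle markers and neither Fabp3 nor Cidea. The membership depended on the random start, the number of clusters and the normalization, and on the deposited values also on the algorithm.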

During the course of the analysis of microarray expression data for adipose tissue expansion we uncovered a K-means cluster of genes with patterns of expression similar to *Ucp1* (Fig. 1A). These genes could be associated with the developmental induction of brown adipocytes in white fat depots. 

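In control inguinal fat 502 probes were higher and 737 lower at day 21 than at the mean of days 10 and 56 by limma. With each array scaled to a common median instead, 378 were higher and 2796 lower, and with cyclic loess normalization 624 were higher and 464 lower. Median scaling also moved the median of all probes to -0.18. Ucp1, Cidea and Fabp3 were higher under each of the normalizations tried. Ucp1 rose by 2.38 on the log2 scale (standard error 0.19, adjusted p = 1.05e-10), Cidea by 1.67 (0.25, adjusted p = 4.08e-05) and Fabp3 by 4.61 (0.31, adjusted p = 7.07e-13). Of 25 other brown fat markers, 5 rose and none fell (7 higher and 2 lower when adjusted over the list alone), with a median of 0.15. Slc27a2 rose by 2.98, Ppara by 2.17, Pdk4 by 1.93 and Plin5 by 1.70. The largest increases of all were in genes of skeletal muscle: Actc1 (log2 difference 6.88), Mybpc2 (5.64), Pvalb (5.07), Tpm1 (4.71) and Ckm (4.63). All 11 skeletal muscle markers rose, with a median of 4.16. Fabp3 is also expressed in muscle. The genes with the largest decreases were Pcbd1 (-2.79), Kcnj14 (-2.65), Glb1l2 (-2.47) and Sugct (-2.35).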

Under standard control diet these genes showed a peak of expression at 21 days of age, consistent with previous studies based upon qRNA, immunoblot analysis of protein markers and immunohistology of brown fat adipogenesis [3]. 

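At day 21, 518 probes were higher and 377 lower in LUN than in control mice by limma, and 4529 differed at an unadjusted p under 0.05. With median scaling 409 were higher and 145 lower, and with cyclic loess 489 were higher and 507 lower. The largest decrease was that of the leptin gene, Lep (log2 fold change -5.83), followed by Ppp1r3b (-4.10), Kng2 (-3.29), Hjv (-2.69) and Ptger3 (-2.65). The largest increases were those of Irf4 (4.21), Acot1 (4.16), Hpd (3.90), Apoc4 (3.70) and Cyp2f2 (3.52). The change in the cluster that held Ucp1 depended on how the cluster was formed. With quantile normalization it included 9 of the 47 measured genes of Table 1. Of its probes 10 were lower and 37 higher in LUN mice, and the median log2 fold change was 0.10. Other random starts gave 9 to 15 of the 47 genes and a median of -0.030 to 0.089. Their probes ranged from 19 lower and 14 higher to 12 lower and 36 higher. On the deposited normalized values the cluster included 31 of the 47 genes, 57 of its probes were lower and 2 higher, and the median was -0.59. With another k-means algorithm on the same values it included 15 of the 47 genes. Of its probes 18 were lower and 20 higher, and the median was -0.01. The peak of Ucp1 itself was lower in LUN mice. The rise from the mean of days 10 and 56 to day 21 differed between LUN and control mice by a log2 value of -2.52 for Ucp1 (standard error 0.27, adjusted p = 1.47e-07 from limma), -2.85 for Fabp3 (0.43, adjusted p = 9.26e-05) and -1.07 for Ogdh (0.25, adjusted p = 0.0180). Over all probes, 374 rose more and 220 rose less in LUN than in control mice in this test. The 11 skeletal muscle markers had a median of -4.29 in it, and all of them passed.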

A striking feature of the expression pattern in the *Ucp1*- gene cluster was the huge reduction in gene expression in mice from the under-nourished group (LUN). 

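The signal of Ucp1 at day 21 was 779500 ± 132900 (SD, n = 3 arrays of 1 pool) in control mice and 161500 ± 11970 in LUN mice. This is a ratio of 4.83 ± 0.897 and a log2 fold change of -2.26 (standard error 0.22, adjusted p = 2.98e-08 from limma). The signal of Fabp3, a fatty acid binding protein of brown fat, heart and muscle (probe 898783), was 245800 ± 8580 in control and 47780 ± 4052 in LUN mice. Its ratio was 5.14 ± 0.472 and its log2 fold change -2.37 (standard error 0.35, adjusted p = 3.88e-05). For both genes each of the 3 control arrays lay above each of the 3 LUN arrays. Cidea (probe 451284) had a signal of 1184000 ± 22950 in control and 675200 ± 170100 in LUN mice, a ratio of 1.75 ± 0.443. Its log2 fold change of -0.84 (standard error 0.29, adjusted p = 0.123) did not pass the threshold. It was -0.07 with median scaling. Of 25 further brown fat markers, Ppara was lower, Pdk4 was higher (log2 fold change 0.64) and the others were not called (4 higher and 5 lower when adjusted over the list alone). The 11 skeletal muscle markers had a median of -1.70 in the same comparison, and 10 of them were lower.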

BAT marker genes especially suppressed by under-nutrition were *Ucp1*(7 fold), *Fabp3*(7-fold) and *Cidea* (2-fold) (Fig. 1B). Although not so severely suppressed as *Ucp1*, the major class of genes within this *Ucp1*-gene cluster encoded components of mitochondrial structure and metabolism, including those of electron transport and oxidative phosphorylation, the TCA cycle, fatty acid oxidation and reactive oxygen species (180 genes were in the K-means cluster of which ∼30% encode proteins located in the mitochondria). 

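Of 11 genes of the TCA cycle beyond those the paper lists, none differed between LUN and control mice at day 21 by limma (1 higher and 2 lower at an unadjusted p under 0.05 and 5 lower by the methods' t-test, none after adjustment). Their median log2 fold change was -0.28, and 0.16 with median scaling. Of 13 further genes of fatty acid oxidation, Slc27a1 (1.77) and Eci2 (0.75) were higher in LUN mice (3 higher when adjusted over the list alone). The median was 0.07, between -0.035 and 0.40 with 1 array left out, and 0.42 with median scaling. Of 65 mitochondrial ribosomal proteins, Mrpl34 (-0.62) was lower and none was higher. Their median was -0.16, -0.067 without control day 21 replicate 2, and 0.14 with median scaling. The 50 cytosolic ribosomal proteins had a median of 0.14 and no called member by limma (3 higher and 1 lower at an unadjusted p under 0.05, and the same numbers by the methods' t-test). With median scaling their median was 0.87. In the cluster that held Ucp1, 16 of the 354 named genes (4.52%) belonged to the mitochondrial groups listed for the count. This share was between 4.44% and 7.69% with other random starts. For the cluster from the deposited normalized values it was 18.2%, and 7.32% there with another k-means algorithm. At the control peak of day 21, 4 of the mitochondrial ribosomal proteins, 2 of the TCA cycle genes (Fh1 and Idh2) and 2 of the fatty acid oxidation genes (Acadl and Hadha) were higher than at days 10 and 56.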

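Of 58 genes of brown fat and mitochondria, among them Ucp1, Cidea, Ndufs8, Sdhb, Uqcrc1, Cox7a1, Cpt1b and Ogdh, 47 have a named probe. The study chose these genes on the same arrays, so a count, median or rank among them is not independent evidence. At day 21, 43 of the 47 had a negative log2 fold change in LUN against control mice, with a median of -0.38, lower than that of every random list. The median ratio of control to LUN signal was 1.29 (range 0.771 to 5.14), and it was above 1 for 44 genes. Ucp1, Fabp3 and Ogdh (log2 fold change -0.92, adjusted p = 0.00760 from limma) passed the threshold, and 7 genes did when adjusted over the list alone. By the methods' t-test 16 of the 47 were lower and none was higher (2 after adjustment). With median scaling the median was 0.08 and 17 genes were negative. Median scaling shifted the median of all named genes to 0.13. Relative to that shift the 47 genes lay at -0.05, against -0.40 with quantile normalization. The shift was not uniform: with median scaling the probes above the median signal had a median of 0.17, and the cytosolic ribosomal proteins moved further. The value of -0.05 therefore holds only against the median of all named genes.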

A partial list of the mitochondrial associated genes in the cluster is shown in Table 1. 

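In control mice 42 of 47 measured genes of the list, from Ucp1 and Cidea to the genes of the respiratory complexes, had their highest level at day 21. The study chose these genes on the same arrays for a profile like that of Ucp1. Their counts and medians are therefore not independent evidence of a peak. From the mean of days 10 and 56 to day 21, 20 genes rose and none fell by limma (35 rose when adjusted over the list alone). The number was 7 with median scaling, 13 without control day 21 replicate 2 and 6 with pools as replicates. The median log2 difference was 0.81, and 46 of the 47 differences were positive (31 with median scaling). As a ratio of linear signals the median was 1.72 (range 1.00 to 22.3). Cox7a1 rose by 2.37, Acadvl by 1.67, Ogdh by 1.45 and Uqcrc1 by 1.03 on the log2 scale. With median scaling the median was 0.17, or 0.52 relative to the median of all named genes. Of 38 genes of the respiratory chain outside the list, 25 were highest at day 21. Their median was 0.35, with Cox6b2 (1.35) and Cyc1 (0.90) higher and Cox19 (-0.80) lower (7 higher and 1 lower when adjusted over the list alone). It was -0.28 with median scaling. The level at which the 47 genes stood in the control pools, relative to day 21, was a median of -0.88 at day 5, -0.99 at day 10, -0.62 at day 56 and -1.05 at day 112. Skeletal muscle markers had a median of 4.16 between day 21 and the mean of days 10 and 56 in control mice.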

One interpretation of the gene expression data is that the transient induction of the brown fat differentiation program at 21 days of age is accompanied by a doubling of the mitochondria content of inguinal fat, evident by the 2 fold increase in gene expression, which normally occurs under control nutritional conditions. 

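In LUN mice the rise at day 21 was smaller with quantile normalization and cyclic loess, and larger with median scaling. The 47 measured genes that include Ucp1, Cidea and Cox7a1 had a median log2 difference of 0.23 between day 21 and the mean of days 10 and 56, and 8 of them rose (14 when adjusted over the list alone). The median was 0.32 with cyclic loess and 0.53 with median scaling. The genes that rose were Cpt1b (2.17), Fabp3 (1.76), Acss1 (1.54), Acaa2 (1.13), Cox7a1 (1.09), Cidea (0.97), Slc25a20 (0.93) and Timm44 (0.86). Ucp1 was not among them. The ratio of linear signals had a median of 1.15 (range 0.821 to 4.11). The highest level was at day 21 for 27 of the 47 genes and at day 56 for 16. Of 38 other genes of the respiratory chain, none rose or fell by limma (1 higher and 4 lower at an unadjusted p under 0.05), and their median was 0.02, with 22 highest at day 56. The difference between LUN and control mice in this rise had a median of -0.53 over the 47 genes, with 3 lower (4 when adjusted over the list alone). It was 0.31 with median scaling. The muscle markers did not follow the same course: in LUN mice 1 of 11 was lower at day 21, with a median of -0.19.

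**Figure D1:**
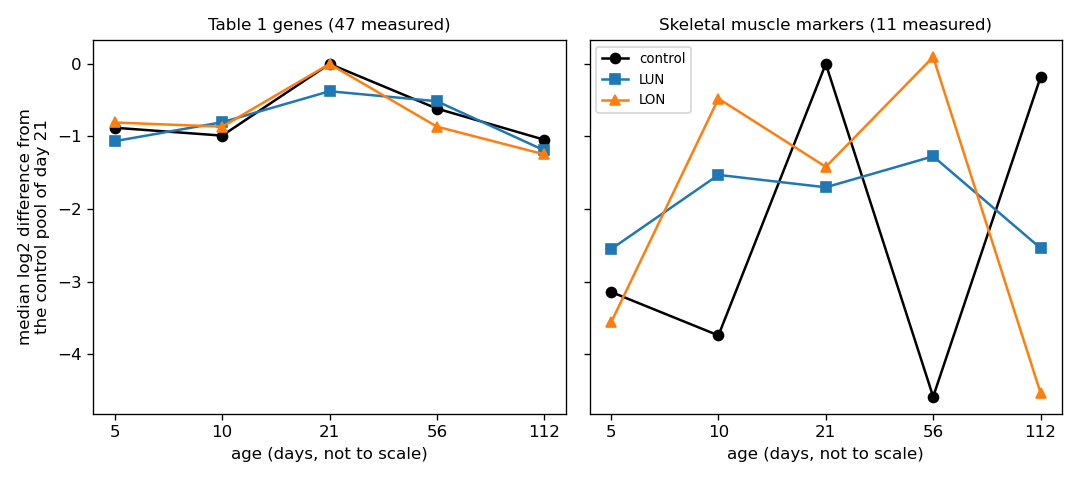
Median log2 difference from the control pool of day 21 against age in days (not to scale) for the 47 genes of the list that includes Ucp1 (left) and for 11 skeletal muscle markers (right), each point being 1 pool measured on 3 arrays. At day 21 the list of 47 genes stood at -0.38 in LUN and -0.00 in LON mice (0.08 and 0.09 with median scaling), and the muscle markers at -1.70 and -1.42.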

The suppression of induction in mitochondrial gene expression in the under-nutrition group essential results in a flat profile for the virtually all of the genes associated with electron transport and oxidative phosphorylation (Figure 2).

**Figure 1:**
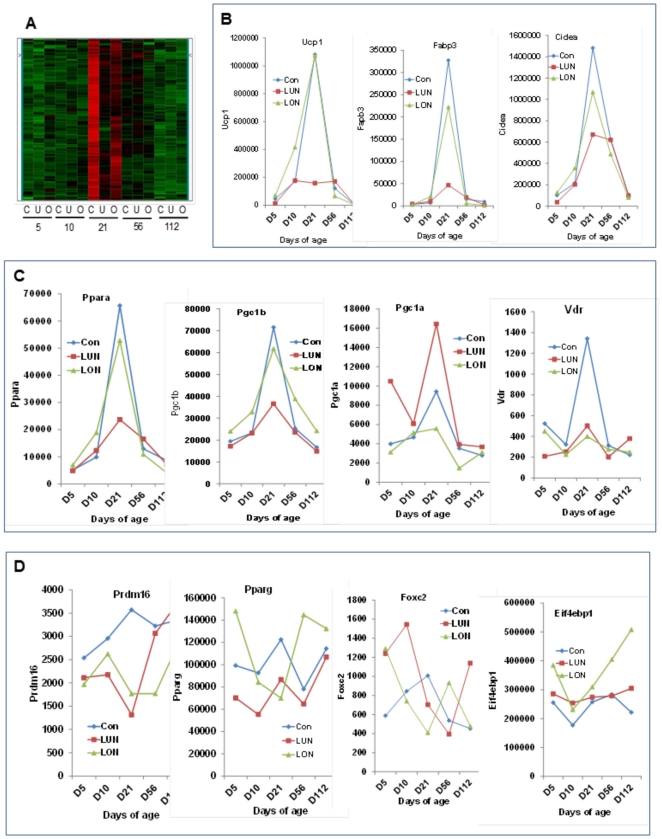
Genomic analysis of regulatory factors for wBAT induction during early development. **A**. Heat map of changes in gene expression in a K-means cluster of 180 genes with an *Ucp1*-like profile in inguinal fat of mice at 5, 10, 21, 56 and 112 days of age under control (C), under-nutrition (U) and over-nutrition (O) conditions from birth to 21 days of age. From 21 days of age until 56 days of age all mice were fed a low fat chow diet and from 56 to 112 days of age they were fed a high fat diet as described [11]. **B**. Expression profiles of *Ucp1*/BAT marker genes; **C**. a set of genes encoding regulatory factors with profiles similar to *Ucp1*; **D**. A set of putative regulatory factors for *Ucp1* expression in BAT in which their profiles do not correspond to that of *Ucp1*.

**Figure 2:**
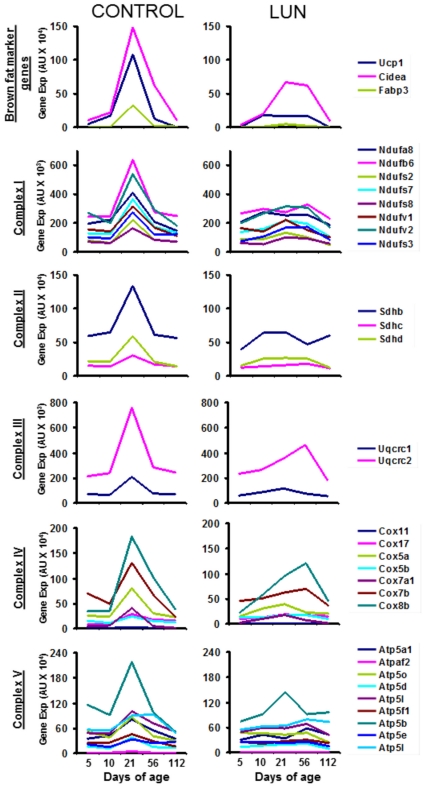
Genomic analysis of genes of respiration and oxidative phosphorylation. Comparison of expression profiles of genes in the Ucp1 K-means cluster that encode components of the respiration, Complexes I to IV, and ATP synthase, Complex V, during control (graphs on the left) and under-nutrition (graphs on the right) dietary conditions as described in the Legend to Figure 1 and EXPERIMENTAL PROCEDURES.

**Table 1:** Effects of malnutrition on genes expressed in mitochondria of inguinal fat.

	Gene_Symbol	Gene_Name	D21-CONT	D21-LUN	D21-LON	C 21/LUN21	C21/LON21
Brown fat specific genes							
	Ucp1	uncoupling protein 1 (mitochondrial, proton carrier)	1.08E+06	1.58E+05	1.07E+06	6.84	1.01
	Cidea	cell death-inducing DNA fragmentation factor	1.48E+06	6.70E+05	1.07E+06	2.21	1.39
Mitochondrial ETC							
Complex I	Ndufa8	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 8	4.09E+05	2.56E+05	3.13E+05	1.60	1.31
	Ndufb6	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 6	6.38E+05	2.75E+05	4.43E+05	2.32	1.44
	Ndufs2	NADH dehydrogenase (ubiquinone) Fe-S protein 2	2.23E+05	1.35E+05	1.49E+05	1.65	1.50
	Ndufs7	NADH dehydrogenase (ubiquinone) Fe-S protein 7	3.66E+05	2.17E+05	2.11E+05	1.68	1.73
	Ndufs8	NADH dehydrogenase (ubiquinone) Fe-S protein 8	1.67E+05	1.03E+05	1.08E+05	1.63	1.55
	Ndufv1	NADH dehydrogenase (ubiquinone) flavoprotein 1	3.18E+05	2.22E+05	3.05E+05	1.43	1.04
	Ndufv2	NADH dehydrogenase (ubiquinone) flavoprotein 2	5.42E+05	3.18E+05	3.04E+05	1.70	1.78
	Ndufs3	NADH dehydrogenase (ubiquinone) Fe-S protein 3	2.78E+05	1.70E+05	1.49E+05	1.64	1.86
Complex II	Sdhb	succinate dehydrogenase complex, subunit B	1.33E+06	6.47E+05	8.81E+05	2.06	1.51
	Sdhc	succinate dehydrogenase complex, subunit C	3.09E+05	1.63E+05	2.42E+05	1.90	1.28
	Sdhd	succinate dehydrogenase complex, subunit D	5.94E+05	2.71E+05	3.65E+05	2.19	1.63
Complex III	Uqcrc1	ubiquinol-cytochrome c reductase core protein 1	2.06E+05	1.19E+05	1.37E+05	1.74	1.51
	Uqcrc2	ubiquinol cytochrome c reductase core protein 2	7.59E+05	3.58E+05	5.79E+05	2.12	1.31
Complex IV	Cox11	COX11 homolog, cytochrome c oxidase assembly protein	2.22E+04	1.40E+04	1.74E+04	1.58	1.28
	Cox17	cytochrome c oxidase, subunit XVII assembly protein	2.90E+05	1.88E+05	2.55E+05	1.54	1.14
	Cox5a	cytochrome c oxidase, subunit Va	7.98E+05	3.95E+05	4.75E+05	2.02	1.68
	Cox5b	cytochrome c oxidase, subunit Vb	2.44E+05	1.81E+05	1.85E+05	1.35	1.32
	Cox7a1	cytochrome c oxidase, subunit VIIa 1	4.12E+05	1.79E+05	4.59E+05	2.30	0.90
	Cox7b	cytochrome c oxidase subunit VIIb	1.31E+06	6.29E+05	8.77E+05	2.09	1.50
	Cox8b	cytochrome c oxidase, subunit VIIIb	1.83E+06	9.50E+05	1.35E+06	1.92	1.36
Complex V	Atp5d	ATP synthase, H+ transporting, mitochondrial F1 complex	3.86E+05	2.01E+05	3.01E+05	1.92	1.28
	Atp5e	ATP synthase, H+ transporting, mitochondrial F1 complex	3.32E+05	2.35E+05	3.71E+05	1.42	0.89
	Atpaf2	ATP synthase mitochondrial F1 complex assembly factor 2	3.97E+04	1.92E+04	3.20E+04	2.07	1.24
Miscellaneous ET proteins							
	Etfb	electron transferring flavoprotein, beta polypeptide	4.15E+05	2.57E+05	2.50E+05	1.61	1.66
Fatty acid metabolism							
	Acss1	acyl-CoA synthetase short-chain family member 1	1.81E+04	1.24E+04	1.61E+04	1.46	1.13
	Dci	dodecenoyl-Coenzyme A delta isomerase	4.51E+05	2.80E+05	2.71E+05	1.61	1.66
	Fabp3	fatty acid binding protein 3, muscle and heart	3.27E+05	4.64E+04	2.22E+05	7.05	1.47
	Gyk	glycerol kinase	1.57E+04	7.19E+03	2.02E+04	2.19	0.78
	Hadhb	hydroxyacyl-Coenzyme A dehydrogenase	2.03E+05	1.01E+05	1.88E+05	2.01	1.08
	Hadhsc	L-3-hydroxyacyl-Coenzyme A dehydrogenase, short chain	3.56E+05	2.18E+05	2.45E+05	1.63	1.45
	Acaa2	acetyl-Coenzyme A acyltransferase 2	3.30E+05	1.61E+05	3.21E+05	2.05	1.03
	Acad8	acyl-Coenzyme A dehydrogenase family, member 8	2.34E+04	1.65E+04	1.80E+04	1.41	1.30
	Acads	acyl-Coenzyme A dehydrogenase, short chain	9.82E+04	5.80E+04	8.30E+04	1.69	1.18
	Acadvl	acyl-Coenzyme A dehydrogenase, very long chain	1.42E+06	7.50E+05	1.03E+06	1.90	1.38
	Cpt1b	carnitine palmitoyltransferase 1b, muscle	1.66E+04	7.74E+03	1.29E+04	2.14	1.28
	Mlycd	malonyl-CoA decarboxylase	4.25E+04	2.97E+04	3.30E+04	1.43	1.29
	Slc25a20	mitochondrial carnitine/acylcarnitine translocase	7.81E+04	5.07E+04	9.68E+04	1.54	0.81
TCA cycle							
	Aco1	aconitase 1	2.16E+04	1.49E+04	1.82E+04	1.44	1.18
	Aco2	aconitase 2, mitochondrial	8.56E+05	4.64E+05	5.52E+05	1.84	1.55
	Idh3g	isocitrate dehydrogenase 3 (NAD+), gamma	3.61E+05	2.40E+05	2.80E+05	1.51	1.29
	Suclg1	succinate-CoA ligase, GDP-forming, alpha subunit	6.35E+04	4.00E+04	7.33E+04	1.59	0.87
	Suclg2	succinate-Coenzyme A ligase, GDP-forming, beta subunit	5.85E+04	4.19E+04	4.82E+04	1.39	1.21
	Mdh2	malate dehydrogenase 2, NAD (mitochondrial)	1.03E+06	6.74E+05	9.00E+05	1.53	1.14
	Ogdh	oxoglutarate dehydrogenase (lipoamide)	3.04E+05	1.19E+05	3.26E+05	2.56	0.93
	Pcca	propionyl-Coenzyme A carboxylase, alpha polypeptide	3.29E+05	1.66E+05	2.15E+05	1.98	1.53
	Mcee	methylmalonyl CoA epimerase	1.92E+05	1.01E+05	1.25E+05	1.91	1.53
Mitochondrial protein transporters							
	Timm17a	translocase of inner mitochondrial membrane 17a	9.24E+04	5.39E+04	7.52E+04	1.71	1.23
	Timm44	translocase of inner mitochondrial membrane 44	2.29E+04	1.87E+04	1.70E+04	1.22	1.34
	Tomm40l	translocase of outer mitochondrial membrane 40 homolog-like	3.67E+04	2.62E+04	3.08E+04	1.40	1.19
Reactive oxygen species							
	Prdx3	peroxiredoxin 3	4.18E+05	2.85E+05	4.19E+05	1.46	1.00
	Sod2	superoxide dismutase 2, mitochondrial	3.62E+05	1.57E+05	2.48E+05	2.31	1.46
	Txn2	thioredoxin 2	7.79E+04	4.73E+04	5.54E+04	1.65	1.40
Mitochondrial protein synthesis							
	Mrpl16	mitochondrial ribosomal protein L16	5.67E+04	3.20E+04	4.20E+04	1.78	1.35
	Mrpl43	mitochondrial ribosomal protein L43	8.63E+04	4.73E+04	6.99E+04	1.82	1.23
	Mrpl9	mitochondrial ribosomal protein L9	6.15E+04	3.60E+04	4.57E+04	1.71	1.34
	Mrps36	mitochondrial ribosomal protein S36	3.25E+05	1.60E+05	2.96E+05	2.03	1.10

Values in the columns D21-CON, D21-LUN and D2-1LON are teg average for data from 3 microarrys for each nutrtional group at 21 days of age. In the 2 columns on the right, C21 is control diet at day 21; LUN21 is under-nutrition at day 21 and LON21 is over-nurtion at day 21.

Evident also in Figure 2 is the remarkable coordinated suppression in the isoforms of the complexes of mitochondrial respiratory chain, suggesting that the overall brown adipocyte differentiation program, which includes brown fat specific genes i.e *Ucp1*, as well as the large repertoire of genes of the mitochondria, fails to occur during lactation under-nutrition. 

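Among 11 further genes of ATP synthase, Complex V, none differed between LUN and control mice at day 21 by limma (1 lower at an unadjusted p under 0.05, and 1 higher by the methods' t-test). Their median log2 fold change was -0.06, and 0.56 with median scaling. They had no common peak in control mice: 5 were highest at day 5, 3 at day 21 and 3 at day 56, and the median log2 difference between day 21 and the mean of days 10 and 56 was -0.11. From the joint profiles of the respiratory complexes and Ucp1, the paper proposes that the brown adipocyte differentiation program as a whole does not take place in under-nourished pups.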

The gene expression data in Figure 2 is based upon the K-means cluster illustrated in Figure 1A. This cluster analysis does not contain all of the genes encoding components of the respiratory complexes for analytical reasons. That is, inspection of the complete microarray gene expression lists indicates that the other isoforms associated with the respiratory complexes were similarly suppressed by under-nutrition, but the Z-scores for these genes failed to include them in the clusters. 

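Of 38 measured genes of respiratory complexes I to IV that are neither in Table 1 nor in the ATP synthase group, 28 had a lower signal in LUN than in control mice at day 21, and the median log2 fold change was -0.24. Of 10000 random lists with similar signals, 0.38% had a lower median. None of the 38 genes passed the threshold by limma, over all probes or when adjusted over the list alone. At an unadjusted p under 0.05, 2 were lower, and by the methods' t-test 7 were lower and 1 was higher (none after adjustment). With median scaling the median was 0.29. In LON mice, where Ucp1 was not lower, the same genes had a median of -0.35 (-0.21 with median scaling). A lower median of this list was therefore not particular to LUN mice.

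**Figure D2:**
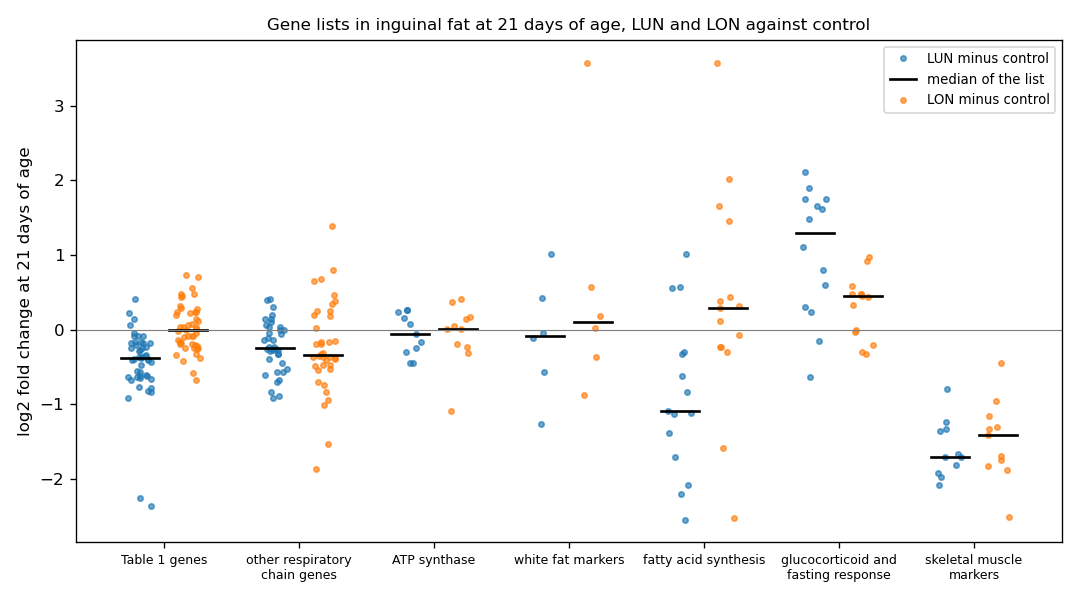
Log2 fold change at day 21 of each measured gene, by list, in LUN (blue) and LON (orange) against control mice. The black bars are list medians, which in LUN mice lie at -1.70 for skeletal muscle, -1.10 for fatty acid synthesis, 1.29 for the glucocorticoid and fasting response and -0.24 for the respiratory chain (0.29 with median scaling).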

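At day 21, 303 probes were higher and 160 lower in LON than in control mice by limma, and 4326 differed at an unadjusted p under 0.05. With median scaling 192 were higher and 45 lower. Ucp1 had a signal of 1074000 ± 86270 (SD, n = 3 arrays of 1 pool) in LON mice, and each LON array lay above each control array for this gene. Its log2 fold change of 0.47 (standard error 0.22, adjusted p = 0.356 from limma) did not pass the threshold. The signals of Fabp3 (217300 ± 45540) and Cidea (1071000 ± 241400) in LON mice differed from control by log2 fold changes of -0.20 and -0.17. Of the 47 genes that include these 3, none passed the threshold by limma (4 higher and 1 lower at an unadjusted p under 0.05, and 4 higher by the methods' t-test, none after adjustment). Their median was -0.00, near the middle of the random lists (percentile 42.1). In LON mice 44 of the 47 genes were highest at day 21. Of 38 other respiratory chain genes, Sdha was higher (1.38, 2 genes when adjusted over the list alone) and the median was -0.35. The call of Sdha was lost with median scaling, with only the compared arrays, with pools as replicates and in some runs with 1 array left out. Of 11 further genes of the TCA cycle, 3 were higher, among them Mdh1 (0.96) and Pdha1 (0.72, and higher at every other age as well). The muscle markers were lower, with a median of -1.42 and 10 of 11 called.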

From the perspective of the relation of *Ucp1* expression to limit the development of excess adiposity in state of positive energy balance, it is noteworthy that over-nutrition by feeding dams a high fat diet and reducing the number of pups to 4 per dam did not significantly increase expression of *Ucp1* or any of the genes of mitochondrial function compared to the control diet (Table 1). Accordingly, a highly positive energy balance during post-natal development does not enhance expression of genes of brown fat structure and function. 

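Among 25 further brown fat markers, Elovl3 (log2 fold change 2.54) and Otop1 (1.23) were higher in LON than in control mice at day 21 and none was lower (4 higher when adjusted over the list alone). The median was -0.03. The genes with the largest increases were Dgke (6.04), Olfr1238 (5.84), Plcg1 (5.04), Lor (4.75) and Txndc16 (4.36). Of these, Dgke, Olfr1238 and Plcg1 were higher in LON mice at every age, with log2 fold changes from 4.83 to 6.06, so that they are not particular to day 21. The genes with the largest decreases were Actc1 (-5.08), Synj2 (-3.21) and Cabcoco1 (-2.62). Of 11 genes of adrenergic and thyroid signalling, Prkaca (1.46) and Prkar1a (0.81) were higher, with a median of 0.42. From the lack of an increase in Ucp1 and the mitochondrial genes, the paper concludes that a positive energy balance after birth does not enhance the genes of brown fat.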

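Of 6 measured genes of white fat, Gpd1, Scd1, Fabp4, Adipor1, Adipor2 and Retn, none differed between LUN and control mice at day 21 by limma (1 lower at an unadjusted p under 0.05). By the methods' t-test 1 was higher and 1 lower, and 1 remained after adjustment. The signal of Gpd1 was 1495000 ± 34840 in control and 624800 ± 46330 in LUN mice, a ratio of 2.39. The limma fit shares the spread of all groups, and in LON mice the signal of Gpd1 was 903900 ± 447300. The log2 fold changes were -1.26 for Gpd1 (adjusted p = 0.233), 1.02 for Scd1, -0.12 for Fabp4, -0.04 for Adipor1, 0.42 for Adipor2 and -0.56 for Retn. The median was -0.08, and 0.48 with median scaling. At day 5 Scd1 was lower in LUN mice (-2.95, standard error 0.71, adjusted p = 0.0236 from limma), and at day 10 as well (-3.14, adjusted p = 0.0136). No probe at all was called at day 5 with only the compared arrays or by the methods' t-test after adjustment, and none at day 10 with pools as replicates. When adjusted over the list alone, 2 genes were lower at each of these ages and 1 at day 56. None was called at day 56 or day 112, where the medians were -0.19 and 0.04. In LON mice Scd1 was higher at day 21 (3.58, adjusted p = 0.00462). Lpl and Adipoq have no named probe and were not analysed here. Of 18 other adipocyte genes, 5 were lower at day 21 in LUN mice, among them Agpat2 (-1.95), Mest (-1.84) and Bmp3 (-1.56), and none was higher (1 higher and 6 lower when adjusted over the list alone).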

Finally, under-nutrition (LUN) did not significantly affect the classical markers of white adipogenesis, that is, expression of lipoprotein lipase, the cytoplasmic NAD-linked glycerol-3-phosphate dehydrogenase, stearoyl-CoA desaturase 1, FABP4, adiponectin, adiponectin receptors 1 and 2 and resistin are not significantly suppressed at post-natal day 21 or for that matter at other days of age (see data in GEO repository, accession number GSE19809).

### Under-nutrition suppresses selective putative regulatory pathways associated with *Ucp1* expression and wBAT differentiation

In this study the wBAT differentiation program has been submitted to a microarray analysis of gene expression involving the interaction of developmental and nutritional variables that generated 15 independent experimental groups. Each group was composed of 12 mice from which RNA was isolated, pools were constructed with the equal aliquots of RNA from each mouse and then microarrays were performed on each RNA pool in triplicate. 

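With the 3 arrays of each pool averaged, the 15 pools allow a test between pools in a model of age and diet with a term for the LUN pool of day 21. In this test the deviation of Ucp1 in that pool was -2.38 on the log2 scale (adjusted p = 0.912 from limma over all probes), and that of Cidea was -0.30. As a difference from control within the same model, the log2 fold change of Ucp1 was -2.46 (adjusted p = 0.658) and that of Fabp3 was -2.70 (adjusted p = 0.687). Neither passed the threshold, so that the array calls at day 21 rest on the spread between arrays of 1 pool. The error of this test includes any effect of diet that differs with age in the other pools. It is therefore no measure of the variation between mice. By qRT-PCR the paper reports lower levels in LUN mice for each key brown fat gene it measured in inguinal fat at day 21.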

Regression analysis of the quantification of RNA expression for 8 genes by qRT-PCR vs microarray data obtained from the ABI 1700 system showed that with one exception the correlation coefficient R ranges between 0.82 and 1.00 with R for the combined analyses equal to 0.92 [11]. Thus, a high degree of confidence can be given to the quantitative microarray data. In the preceding section we have shown how diet and development have interacted to create highly coordinate expression patterns for components of functional mitochondria and gene products unique to the brown adipocyte, that is, *Ucp1* and respiratory complexes. What can the variation in gene expression in this nutrition study reveal about the regulatory factors of wBAT development?

The major research strategy towards the identification of regulatory components, both transcriptional and signaling, for induction of the brown fat differentiation program has been based upon correlations of transgenic, over-expression of a putative factor, for example FOXC2 and PRDM16 by the aP2 promoter, or from the appearance of the brown fat phenotype in KO mice. Approximately 20 genes have been shown to affect the wBAT phenotype using these strategies [15]. Accordingly, a comparison of changes in transcription factors implicated from gene targeting and over-expression in transgenic mice as well as those from genetic QTL studies will provide an independent test of the significance of nutrition environment on the differentiation of wBAT. As shown in Fig. 1B, the effects of under-nutrition on the expression of marker genes of wBAT differentiation are striking. The expression profiles of 8 regulatory factors previously linked to wBAT induction are shown in Fig. 1C and Fig. 1D. Only *Ppara* and *Ppargc1b* showed strong correlations with *Ucp1* expression as evident from the changes in expression from both a developmental and nutrition perspective. 

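Like Ucp1, Ppara (probe 841402) was highest at day 21 in control mice. In LUN mice the ratio of day 21 to the mean of days 10 and 56 was 1.645 for Ppara and 0.906 for Ucp1. The normalized signal of Ppara in control mice was 5191 at day 5, 10040 at day 10, 51710 at day 21, 13190 at day 56 and 8782 at day 112. At day 21 it was 24180 in LUN and 51540 in LON mice, a log2 fold change of -1.10 in LUN mice (standard error 0.25, adjusted p = 0.00958 from limma). Ppargc1b (probe 920122) had a signal of 55550 in control, 37540 in LUN and 60150 in LON mice at day 21. Its log2 fold change in LUN mice was -0.58 (adjusted p = 0.188) and did not pass the threshold. From days 10 and 56 to day 21 it rose by 1.17 in control mice. Of 13 regulatory factors, Ppara was the only one called in LUN mice at day 21 (3 lower and 1 higher when adjusted over the list alone). The median was -0.46, and -0.22 without control day 21 replicate 2.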

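Over the 15 group means of the normalized signal, the correlation of Ppara with Ucp1 was r = 0.949 (two-sided permutation test with 100000 resamples, p = 8e-05, adjusted p = 0.00104 over 13 factors), with a Spearman rho of 0.839 (adjusted p = 0.00299). For Ppargc1b r was 0.897 (p = 3.2e-04, adjusted p = 0.00208) and rho was 0.664 (adjusted p = 0.0545). Ucp1 had its highest values by far in the LON and control groups of day 21. Without these 2 groups r was 0.72 for Ppara (adjusted p = 0.0849) and 0.51 for Ppargc1b (adjusted p = 0.359), so that on the linear scale neither passed without those groups. On log2 group means of all 15 groups r was 0.81 for Ppara (adjusted p = 0.00520) and 0.74 for Ppargc1b (adjusted p = 0.0118). The rank correlation of Ppara without the 2 groups was 0.76 (adjusted p = 0.0480). Vdr, the factor with the next highest r (0.49), did not pass (adjusted p = 0.389). The permutations exchanged the 15 groups freely, although these groups share ages and diets. A course with age that both genes share can thus give a small p, and no permutation within ages was run.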

The strong similarities in profiles for these factors to *Ucp1* and the correlation analysis of expression data (correlation coefficients of R = 0.967 and 0.925 for *Ppara* and *Ppargc1b*, respectively) suggest the function of these 2 factors are strongly linked to induction of wBAT at 21 days of age (Table 2). *Pparg* and *Ppargc1a*, have expression profiles and the high levels of expression indicating that they have other functions linked to white fat development and the nutritional environment. 

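Pparg had a high signal in all groups, with 100400 in control, 89130 in LUN and 68200 in LON mice at day 21, and its correlation with Ucp1 over the 15 group means was r = -0.37 (permutation test, adjusted p = 0.559) with a rho of -0.58 (adjusted p = 0.0963). Ppargc1a was at 6867 in control, 16760 in LUN and 5523 in LON mice at day 21. Its log2 fold change in LUN mice was 1.30 (standard error 0.39, adjusted p = 0.0681 from limma), which did not pass the threshold over all probes. From the strong correlations of Ppara and Ppargc1b, the paper proposes that the function of these factors is linked to the induction of brown adipocytes at day 21.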

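At day 21 the signal of Prdm16 (probe 533605) was 2604 in control, 1335 in LUN and 1753 in LON mice, a log2 fold change of -0.95 in LUN mice (adjusted p = 0.0864 from limma). That of Rbl1 was 2929, 2172 and 4079, and that of Foxc2 was 766.6, 711.9 and 405.6. The median probe had a mean signal of 1100, so Foxc2 lay in the dimmer part of the array. The correlation with Ucp1 over the 15 group means was r = -0.30 for Prdm16 (permutation test, adjusted p = 0.610), -0.28 for Foxc2 (adjusted p = 0.611) and -0.05 for Rbl1 (adjusted p = 0.857).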

Other factors, such as *Prdm16*, *Foxc2* and *Rbl1* have RNA profiles and expression levels that do not appear to relate to the profile of either brown or white fat development. However, this study does not address whether the genes in Fig. 1D may play critical roles in the early stages of wBAT differentiation at the progenitor or precursor stages.

**Table 2:** Correlation analysis between Ucp1 expression and that of its putative regulatory factors.

	Prdm16	Foxc2	RbI1	Rb1	Pparg	Ppara	Ppargc1a	Ppargc1b	Eif4ebp1	Vdr	Prkar2b	Dio2	*Eif4ebp2*	Ucp1
Prdm16	1.00													
Foxc2	−0.16	1.00												
RbI1	−0.13	0.39	1.00											
Rb1	−0.23	0.34	0.48	1.00										
Pparg	0.085	0.062	−0.096	0.49	1.00									
**Ppara**	0.011	−0.13	−0.089	−0.27	−0.096	1.00								
Ppargc1a	−0.38	0.16	−0.37	−0.35	−0.34	0.37	1.00							
**Ppargc1b**	−0.15	−0.12	−0.069	−0.033	0.082	**0.95**	0.30	1.00						
Eif4ebp1	−0.22	−0.025	0.18	0.60	0.56	−0.18	−0.27	0.019	1.00					
**Vdr**	0.21	0.13	−0.14	−0.20	0.29	0.74	0.36	0.70	−0.12	1.00				
Prkar2b	−0.064	−0.31	0.051	0.49	0.55	0.26	−0.32	0.44	0.73	0.077	1.00			
Dio2	0.26	0.12	0.15	0.34	0.21	−0.16	−0.32	−0.12	0.65	−0.15	0.46	1.00		
Eif4ebp2	−0.15	−0.022	0.62	0.59	0.26	0.11	−0.51	0.25	0.59	−0.074	0.62	0.54	*1.00*	
**Ucp1**	−0.006	−0.13	0.061	−0.18	−0.15	**0.97**	0.24	**0.93**	−0.19	**0.64**	0.25	−0.12	*0.27*	1.00

Table 1 also has gene expression data on the mice that were in the over-nutrition protocol (LON). One would predict that if a high fat obesogenic environment, such as that in the LON protocol, induced brown fat thermogenesis, then the *Ucp1*-K-means cluster would have many genes with higher expression in the LON mice than in mice under control dietary conditions. Inspection of the ratio C21/LON21 of Table 1 does not indicate that expression of BAT associated genes was higher in the LON21 group. 

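Over the 47 measured genes of Table 1 the ratio of control to LON signal at day 21 had a median of 1.00 and ranged from 0.588 to 1.55. For Ucp1 the ratio was 0.726 ± 0.137, for Fabp3 1.13 ± 0.240 and for Cidea 1.11 ± 0.250 (error from the SD of 3 arrays of 1 pool in each group).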

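The signal in LON mice was lower than in control mice for 24 of the 47 genes and higher for 23. With the arrays scaled to a common median, 18 of the 47 log2 fold changes were negative. The difference between LON and control mice in the rise at day 21 had a median of 0.13 and no called gene of this list by limma.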

Actually most genes have slightly lower expression in LON mice.

### Effects of under-nutrition on diet-induced obesity in adult mice

If the suppression of wBAT at 21 days of age by under-nutrition reduces overall thermogenesis, this may become evident in mice during induction of diet-induced obesity (DIO). We evaluated DIO in under-nourished mice under standard conditions at an ambient temperature of 23°C and subsequently when the mice were cold challenged by exposure to the cold (4°C) for 1 week (Fig. 3A). DIO was determined on 16 week old mice fed a high fat diet from 8 to 16 weeks of age and maintained at 23°C for the duration of the high fat feeding (Figure 3) or, as indicated in Figure 3A, a subgroup of mice were exposed to the cold (4°C) from week 15 to 16 (day 105 to112) while also remaining on the high fat diet. Body weight, fat mass, lean mass and food intake were measured during the course of the dietary protocol. The changes in body weight and adiposity at 23°C were very similar to those observed in previous experiments, showing that the major difference among the control, LON and LUN groups were in the reductions in diet-induced obesity in the LUN group [11]. After 105 days in the protocol, the difference in body weight and fat mass between the control and LUN group where highly significant; however, differences in body weight changes from 98 to 105 days did not reach significance Fig. 3B and food intake per g of lean mass was not different (Fig. 3C). When the ambient temperature was reduced to 4°C for 7 days a rapid reduction in body weight due to fat mass loss occurred in the 3 nutritional groups of mice (Fig. 3A and Fig. 3D). The loss in body weight was significantly less in the LUN group. Estimates of feeding efficiency indicated that food intake per gm lean mass was significantly greater in the 3 nutritional groups maintained in the cold and it was significantly higher in the LUN group than in the control and LON group (Fig. 3E). A summary of energy intake and expenditure during the week in the cold showed that while total energy expenditure was not significantly different for the 3 nutritional groups, the source of energy to maintain body temperature differed, that is, the LUN group increased energy reserves from food intake in order to consume less energy from smaller body fat stores (Fig. 3F). This may reflect a mechanism to defend a minimal fat mass.

**Figure 3:**
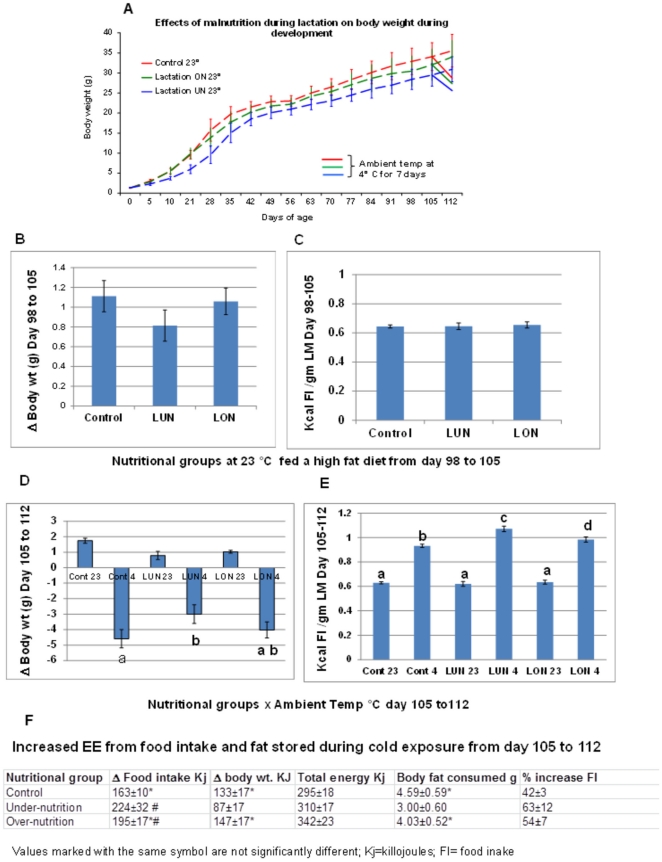
Adiposity and energy balance profiles during over- and under-nutrition. **A**. Body weight profile of C57BL/6 J mice under control, over and under-nutrition conditions. **N** = 19 for control, 23 for over-nutrition and 14 for the under-nutrition groups at 23°C. At 98 days, body weights between groups were significantly different at p<0.01. **B**. Changes in body weight in the 3 nutritional groups during the 11^th^ week on a high fat diet at 23°C; **C**. Food intake in the 3 nutritional groups at on the 11^th^ week of the high fat diet at 23°C; **D**. Changes in body weight in the 3 nutritional groups when maintained at 4°C and 23°C during the 12^th^ week. **E**. Food intake in the 3 nutritional groups during the 12^th^ week when maintained at 4°C and 23°C; **F**. Tabulation of energy balance in the 3 nutritional groups during the 12^th^ week of high diet when mice were maintained at 4°C. **The number of animals (N)** for Control, LUN and LON groups were 10, 7 and 12 respectively. For Panel B through F data bars or numbers (Panel F) with the same or no letter/symbol were not significantly different from each other at P<0.05. Data is presented as the mean ± standard error.

### Expression of genes of brown adipocytes in the inguinal fat and interscapular brown fat of adult mice

The energy balance phenotypes in the 3 nutrition groups fed a high fat diet and then exposed to the cold showed that the suppression of brown adipocyte differentiation in 21 day old mice did not have long term effects on thermogenesis and DIO. LUN mice were capable of withstanding a week at 4°C indicating that their capacity for thermogenesis to defend body temperature for an extended time was not impaired. The higher level of food intake in LUN mice with reduced fat mass to lean mass, during cold exposure for 1week suggests that mice in environmental conditions that demand high energy expenditure will modulate food intake in an inverse proportion to their adiposity, rather than deplete their fat depots. The obesity and cold tolerance phenotypes suggested that brown fat thermogenesis was not impaired in adult LUN mice. We quantified the expression levels of key genes of BAT function at 21 days of age in inguinal fat and iBAT of control, LUN and LON mice. The data shows that under-nutrition suppressed expression of each of these genes in LUN mice (Fig. 4), but expression levels in control and LON mice were indistinguishable. In the iBAT modest suppression by under-nutrition was observed for *Ucp1*, PPARa and Prdm16, but several other genes were not affected (Fig. 4).With respect to the inguinal fat (Fig. 4), except for the *Lep* and *Mest* genes which showed expression that was reduced by cold exposure (data not shown), each of the BAT marker genes have similar very low levels of expression in the both Control and LUN groups at 23°C and all showed equivalent levels of induced expression following cold exposure (Fig. 4). An exception was the absence of induction by cold for *Prdm16* in inguinal fat of 112 day old mice. Thus, it appears that inguinal fat, in which under-nutrition suppressed the brown fat program at 21 days of age, was able to recover fully its ability to induce brown adipocytes in adult animals to a level similar to mice raised under control conditions. These data at the gene expression level are consistent with the adiposity phenotypes described in Fig. 3, that is, the suppression of expression of brown adipocyte genes in LUN mice at 21 days of age is not retained nor reflected in thermogenic phenotypes of adult LUN mice exposed to the cold. The lower adiposity in adult LUN mice during DIO is due to a lower capacity for adipose tissue expansion, a trait that is set between 5 and 10 days of age and which persists into adulthood [11]. Cold exposure modestly induced *Ucp1* and *Ctp1b* expression in the iBAT of mice at112 days of age (Fig. 4), but it is questionable whether this induction is biologically significant.

**Figure 4:**
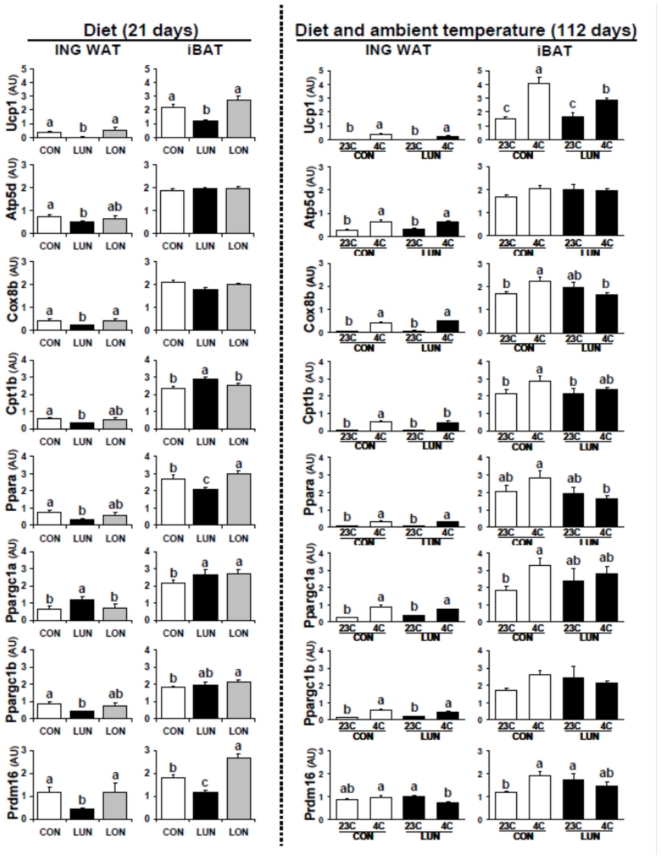
mRNA levels for genes important for brown fat function in inguinal fat and iBAT at 21 days of age after exposure to under-nutrition and over-nutrition (left-hand panel) and in 112 day old mice after 8 weeks of a high fat diet and exposure to the cold for 7 days (right-hand panel). Total RNA was isolated from tissues and analyzed by qRT-PCR using low density array with the ABI 7900 analyzer as described [32]. The data is given as the mean±standard error. The number of samples for inguinal fat was from 11–12 and for iBAT from 8–10. Significance was determined by ANOVA. Groups with the same letter were not different from each other.

## Discussion

As defined by *Ucp1* mRNA levels, the magnitude of brown adipocyte induction in white fat depots of mice by cold exposure or treatment with adrenergic agonist maybe as low as 2 fold or as high as 100 fold. This variation depends upon the specific fat depot; the fold induction is higher in retroperitoneal fat and epididymal fat compared to inguinal fat. The genetic background is also a key factor, some mice such as A/J and the recombinant inbred strains AXB8 and AXB15 are high inducers, whereas others (i.e. C57BL/6J and AXB10) are low inducers [8]. Among white fat depots there is a strong correlation between the number of brown adipocytes induced and the level of *Ucp1* expression [8]. It is unknown whether the level of *Ucp1* expression/cell is higher in some brown adipocytes than others. In contrast to this high variability in the induction of wBAT, iBAT mass and its level of *Ucp1* expression is relatively stable. Under a variety of environmental conditions a 2-fold increase in cell number through cell proliferation and/or a doubling of *Ucp1* mRNA levels in iBAT occurs [16], [17]. If the mice are maintained at thermoneutrality for a period of time before cold exposure, then the overall fold induction of *Ucp1* from baseline will be a higher [18]. This comparatively low variation in iBAT expression may reflect the fact that iBAT is an indispensible thermogenic mechanism that must be fully functional immediately upon birth to ensure the survival of the newborn (note: *Ucp1−/−* mice on an inbred , as opposed to a hybrid genetic background have difficulty surviving the first few days of life at an ambient temperature of 23°C [19]). Low levels of UCP1 *i*n the mouse cannot be tolerated. On the other hand, the physiological need for the transient developmental appearance of brown adipocytes in white fat depots at weaning is not immediately obvious, nor is its rapid induction in adult mice by adrenergic stimulation. This high variability in wBAT offers an opportunity to explore the relationship between variation in brown adipocyte numbers and physiology as a consequence of nutritional variation during the early developmental period.

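Of 15 genes of fatty acid synthesis, 4 were lower in LUN than in control mice at day 21 and none was higher (7 lower when adjusted over the list alone), with a median log2 fold change of -1.10 that was negative under every normalization. Acly fell by 2.54, Srebf1 by 1.14, Acss2 by 1.10 and Me1 by 0.84 on the log2 scale. Of 15 genes of sterol synthesis, 4 were lower and 1 higher (5 and 1 when adjusted over the list alone), with Sqle (-1.88), Hmgcs1 (-1.60) and Msmo1 (-0.93) lower and Pmvk (0.97) higher. Their median was -0.27, and -0.037 without LUN day 21 replicate 1. Of 22 genes of collagens and matrix, Col15a1 was lower (-1.25) and Bgn higher (1.27), and 16 were negative. Their median was -0.32, and 0.17 with median scaling. None of 24 genes of the cell cycle was called by limma (1 higher and 1 lower at an unadjusted p under 0.05, and the same by the methods' t-test), and their median was -0.05 (0.11 with median scaling). Of 6 markers of preadipocytes and fibroblasts, Zfp423 was lower (-0.97).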

In an experiment primarily designed to assess the effects of malnutrition during early post-natal development on the capacity for white adipose tissue expansion, our microarray analysis of gene expression showed that under-nutrition caused a severe suppression of *Ucp1* and other genes of the brown fat differentiation program. The obvious question arose as to the effects of this suppression of brown adipocyte induction in white fat depots at weaning on the long term expression of brown adipocytes and the effects on diet-induced obesity. Surprisingly, while under-nutrition from birth to weaning strongly suppressed the transient induction of wBAT development at 21 days of age, this attenuation had no long-term effects on either diet-induced obesity or cold-induced thermogenesis in adult mice. Mice with a history of under-nutrition were able to tolerate one week in the cold at 4°C. If wBAT is a source of diet-induced thermogenesis that can reduce obesity in mice exposed to an obesogenic environment [20], then mice with suppression of wBAT should be less able to activate diet-induced thermogenesis and consequently be more obese. This clearly did not occur, since mice from the under-nourished group had reduced diet-induced obesity. Alternatively, under-nourished mice with suppressed wBAT could be less susceptible to diet-induced obesity because they would be required to use alternative thermogenic mechanisms that are calorically more costly to regulate body temperature, as we have postulated for UCP1-deficient mice [21]. Although the under-nourished mice had reduced diet-induced obesity, the cause was not from a deficiency in BAT, as shown by the similar levels of brown adipocyte gene expression in iBAT and wBAT in adult mice, irrespective of their nutrition during early development (Fig. 4). The recovery of wBAT expression in adult mice exposed to under-nutrition during early development suggests a plasticity in its expression that is perhaps derived from its inherent variability. This plasticity, that is, recovery of wBAT in adult mice, suggests that neither the severe hypoleptinemia nor hypoinsulinemia from birth to weaning have a long-term impact on the development of BAT in inguinal fat depots [11]. Furthermore, although we have no data on sympathetic nervous activity during early post-natal development, it is well known that under-nutrition suppresses the sympathetic nervous system [22]. While a reduction in sympathetic signaling could have been involved in the suppression of the wBAT phenotype at 21 days of age, it had no permanent effects on the capacity of wBAT in under-nourished mice to recover a functional BAT phenotype when subsequently fed a normal diet *ad libitum*. In short, if leptin, insulin and adrenergic signalling have effects on wBAT development and differentiation during early development, they are transient and do not affect the permanent differentiated state of the brown adipocyte in white fat depots.

A key finding of this study is that mice with suppression of wBAT at 21 days of age had recovered their normal levels of brown fat specific gene expression in the inguinal fat of the diet-induced mice at 112 days of age. The observed energy balance phenotypes discussed above are consistent with the recovery of wBAT, that is, the mice tolerated the cold, they were not obese and although the under-nourished mice were leaner than the controls and over-nourished, this phenotype is not due to the effects of wBAT. This leanness is a consequence of the fact that under-nutrition attenuates the capacity for white adipose tissue expansion , which is already well established in 10 day-old mice long before wBAT induction occurs [3], [11]. The recovery of brown fat expression in the inguinal fat of adult mice with DIO underscores the plasticity of wBAT, evident by an ability to restore normal patterns of expression following severe suppression of a phenotype by under-nutrition. This recovery of structure and function is another manifestation of plasticity of wBAT, previously observed as fat pad specific variation in wBAT [8], high inducibility by cold or β3-adrenergic agonists in adult fat depots[4], [5], [8], [23] and in the genetic variability in induction found among inbred strains of mice [8]. In contrast iBAT shows very little genetic variability [3], [24], [25], [26]. The molecular basis of the inherent instability/plasticity of wBAT, as shown by the transient nature of its expression during development and its capacity to recover completely from severe suppression by under-nutrition during early post-natal development, is of great interest to studies aimed at manipulation of wBAT thermogenic activity.

The regulatory mechanisms for induction of brown adipose tissue during development and in response to diet, hormones and ambient temperature are becoming increasingly complex.

Transgenic in vivo experiments and cell culture-based genetic manipulation have implicated at least 20 transcription and signaling factors as necessary for induction of the brown adipocyte differentiation program (for reviews see [15], [27]). The basic underlying experimental rationale for these studies posits that if over- or under expression of a candidate factor causes an induction or suppression of *Ucp1* and/or a multi-locular morphology in a cell culture or animal tissue, then evidence for a function role for this factor in BAT differentiation is in hand. Although this approach has provided plausible candidates; nevertheless; many of these transgenic models are often difficult to evaluate because the effective concentrations of transcription factors up-regulated by the powerful aP2 promoter or completely ablated by gene targeting lie outside the range of normal physiology. In some cases the quality of the phenotyping of the targeted mice does not provide unequivocal support for an increase in brown adipocyte differentiation in a tissue [15]. Equally important, at this time no plausible regulatory model has emerged that can integrate the assortment of factors revealed by the transgenic and knockout models.

Using the same rationale as that used by transgenic approaches, that is, the brown differentiation pathway is controlled by the levels of mRNA for its associated regulatory factors, we employed a QTL analysis and regression analysis of variation in mRNA expression for *Ucp1* and putative regulatory factors in the retroperitoneal fat depot of adult backcross progeny and recombinant inbred lines (RI) derived from the C57BL/6J and A/J (for review see [15]). Under conditions of cold exposure the RI lines vary as much as 100-fold in *Ucp1* levels [8]. In these genetic lines over 13 transcription factors were evaluated at the mRNA level and another 12 regulatory proteins were evaluated by immunoblots for changes in protein and/or phosphoprotein expression. RNA levels for only two transcription factors, PPARα and PGC1α, and one signaling molecule, type 2 deiodinase, were highly correlated with *Ucp1* levels (variation between the parental strains was not significantly large for most other transcription factors to be analyzed by backcross or intercross analysis) [24], [28]. Although the variation in *Pparα* and *Pgc1α* mRNA between parental B6 and A/J mice was a modest 4 to 6 fold, the variation between A/J and B6 for *Ucp1* mRNA was a robust 80 fold. However, among recombinant inbred strains, or recombinant progeny in a backcross population, the range of expression for *Pparα* and *Pgc1α* mRNA is an order of magnitude greater than that found between the progenitor strains, that is, it is similar to that found for *Ucp1* mRNA [8], [24], [28]. This genetic behavior reflects transgressive variation in which interactions among variant alleles for A/J and B6 mice generates phenotypes in recombinant animals result in phenotypes that lie outside the range observed in the parents. These genetic data indicate that synergistic interactions among unidentified QTLs determine the quantitative induction of *Ucp1*, *Pparα*, *Pgc1α* and *Dio2* mRNA and consequently the induction of brown adipocytes. The chromosomal location of the putative transcription and signaling factors identified by transgenic mice are known, however, only *Ucp1* and *Pparα* map to the locations of the QTLs that control the levels of mRNA involved in UCP1/wBAT induction [15].

The results of this earlier genetic study strongly corroborate the results in the present study on the developmental and nutritional factors that cause variation in *Ucp1* expression in wBAT. The key finding in this study is that although up to 21 genes have been associated the *Ucp1* induction in brown adipocytes, only those genes previously identified as variant in the genetic backcross analysis were linked to wBAT induction as a function of development and diet, that is, *Pparα*, *Pgc1α* and *Pgc1β*. 

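Ppargc1a, the gene of PGC1α, had a Pearson r of 0.12 with Ucp1 over the 15 group means (permutation test, p = 0.665, adjusted p = 0.786), and a Spearman rho of 0.57 (p = 0.0296, adjusted p = 0.0963). It was highest in the LUN pool of day 21, where Ucp1 was lower than in control mice.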

Whereas, variation of *Dio2* mRNA was strongly associated with *Ucp1* induction in the genetic studies [28], inexplicably, in this diet/developmental study there was no association. 

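Dio2 had a signal of 272.1 in control, 280.5 in LUN and 445.2 in LON mice at day 21, below the 25th percentile of 554 of all probes. Its correlation with Ucp1 was r = -0.17 (permutation test, adjusted p = 0.731), with a rho of -0.05.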

*Prdm16* expression has not been analyzed in the backcross or RI mice; however, given that the involvement of *Prdm16* in regulation of brown adipogenesis is restricted to iBAT and inguinal wBAT [29], [30], allelic variation of *Prdm16* may not be found in retroperitoneal wBAT, consistent with the fact that *Prdm16* does not map to the QTLs. Accordingly, in 2 unbiased in vivo studies of *Ucp1* induction in wBAT, one genetic and the other nutritional, many of the transcription factors and signaling factors implicated in *Ucp1* and BAT induction by over- and under- expression in transgenic animals failed to show any significant associations. Possible explanations need to be considered. First, our *in vivo* developmental studies measuring *Ucp1* induction at 21 days of age occurred at the peak of differentiation during post-natal development. On the other hand, many of the transgenic gene KO manipulations may be acting at a much earlier stage of wBAT induction by mechanisms preceding those influenced by the nutritional environment. In other words, we need to distinguish between early developmental differentiation mechanisms and modulations in differentiated tissues. Since several of the transgenic models of brown fat induction are based upon over-expression from the aP2 promoter, assuming that the transgene is faithful to its normal in vivo expression, transgene expression will not occur until white adipocyte differentiation occurs, which is at approximately 2 days of age for inguinal fat and 6–7 days of age for visceral fat. Additionally, based upon the recent work by Seale et al. [30] demonstrating that over expression of *Prdm16* in inguinal fat led to the differentiation of the brown adipocyte phenotype, whereas over-expression of *Prdm16* in epididymal fat did not lead to wBAT, one might anticipate that iBAT and brown adipocytes in inguinal fat might share regulatory mechanisms distinct from brown adipocytes in visceral fat depots. This is consistent with the lack of genetic differences in inguinal fat between A/J and B6 mice [8]; however, the effects of developmental and nutritional variation in this study suggests that at the post-differentiation stages inguinal and visceral wBAT respond similarly to the nutritional environment. Certainly wBAT in inguinal fat shows a robust induction by cold exposure similar to wBAT in visceral fat depots. An important point to emphasize regarding QTL studies of *Ucp1* induction in RP fat by cold exposure in adult mice is that induction of *Pgc1a* and even *Ucp1* occurs within minutes of cold exposure [24]. Since *Ucp1* mRNA levels are scarcely detectable in white fat depots of adult mice at 23°C, apparently mature white adipocytes in the retroperitoneal depot may be quiescent brown adipocytes that respond to adrenergic stimulation within minutes of receiving a stimulus through epigenetic mechanisms first established at 21 days of age [31]. In conclusion, the data in this study, plus earlier QTL studies, clearly show that *Pparα*, *Pgc1α* and *Pgc1β* are the most critical transcription factors for regulation of *Ucp1*, mitochondrial biogenesis and the brown fat differentiation program in wBAT in response to variation in the nutritional and physical (i.e. temperature) environment.

We have previously shown that B6 mice double their intake of obesogenic high fat food when transferred from an ambient temperature of 28°C to 4°C, while simultaneously avoiding the normal increase in adiposity caused by the diet [34]. These profound effects of ambient temperature on preventing DIO are recapitulated in this study where a 50% reduction in fat mass was observed in mice with DIO when they were exposed to an ambient temperature of 5°C for one week. Although food intake was increased in mice exposed to the cold, the absolute amount consumed was inversely proportional to the level of adiposity at the time they were transferred to the cold. This means that more of the energy necessary to fuel thermogenesis is obtained by food intake when body fat stores are low and conversely more energy comes from body fat when fat stores are high. In any case, irrespective of the source of the energy to fuel thermogenesis, the net outcome will be the reduction of obesity, and individuals with higher obesity will lose more fat. Since it is now accepted that adult humans have measurable deposits of brown adipose tissue, there is now wide spread interest in stimulating thermogenesis to reduce obesity, mainly by drug discovery. The studies in this paper indicate that cold exposure is a simple, natural environmental strategy to prevent or reduce obesity in individuals, since humans must also utilize fat stores to fuel thermogenesis. Furthermore, physically handicapped obese individuals could be fitted with cooling water jackets to significantly increase energy expenditure in a highly controlled manner.

## Materials and Methods

### Ethics statement

The protocol #540 (Molecular Genetics of Thermogenesis) of 12/09/09 was approved by the Pennington Biomedical Research Center's Institutional Animal Care and Use Committee.

### Animals

C57BL/6J breeders were obtained from the Jackson Laboratory (Bar Harbor, Maine, USA) and maintained at Pennington Biomedical Research Center as described [32]. Newborn mice were raised from birth to weaning with one of three sets of nutritional conditions as described previously [11] 1.) the control condition had 8 pups per litter and the mother was fed the breeder diet 5015 (22 kcal % fat) *ad libitum*. 2.) Lactation under-nutrition condition (LUN) had 8 pups per litter, but the mother was only fed 50% of the food (LabDiet 5015) consumed by the control mice the previous 24 hr. 3.) Lactation over-nutrition condition (LON) had litter size reduced to 4 pups per litter and the mother was fed a high fat 58 Kcal % fat diet (Research Diet 12331, New Brunswick, New Jersey, United States) *ad libitum*. After weaning the offspring from the 3 nutritional conditions were treated the same; from weaning until 8 wk of age mice were fed a low fat chow diet (LabDiets 5053 11 Kcal % fat) *ad libitum*. At 8 wk of age mice were fed *ad libitum* a high saturated fat diet D12331 (Research Diets,) for 8 weeks. From weaning until 7 wk of age male mice were group housed (3–5 mice per pen) until 7 wk of age, at which time they were singly housed for the remainder of the experiment. All protocols were approved by the Pennington Biomedical Research Center's Institutional Animal Care and Use Committee.

### Phenotyping

Adiposity was determined from body weights and measurements of body composition by nuclear magnetic resonance (NMR, Bruker, The Woodlands, Texas, USA). RNA isolation and qRT-PCR was determined as described [33], [34]. Standard curves were generated using pooled RNA from individual samples within each experiment. Probe and primer sequences used to perform the analyses are available upon request.

### Microarray analysis

Gene expression profiles were generated using Applied Biosystems Mouse Genome Survey Microarray as previously described [11], [32]. Each microarray contained approximately 34,000 features that included a set of about 1,000 controls. Each microarray uses 32,996 probes to interrogate 32,381 curated genes representing 44,498 transcripts. Signal intensities across microarrays were normalized using the quantile-quantile method (www.bioconductor.org). The quantitative accuracy of microarray gene expression data was validated by direct comparison to the expression data obtain by analyzing the same RNA samples by qRT-PCR with TaqMan probes (see Supplemental Fig. 2 in [11]). K-means cluster analysis was conducted with Spotfire Decision Site Software (Spotfire Inc., Somerville, Massachusetts).

Microarray experiments, described according to MIAME guidelines, have been deposited in the GEO repository with the accession number GSE 19809.

### Statistical Analysis

The data are expressed as the means ± SEM. Unpaired t-test was used to compare differences between groups. Analysis of variance with Bonferroni post hoc test was used when more than two groups were compared (Statview, version 5.0.1; SAS Institute Inc., Cary, NC).

How the deposited data were processed for this re-analysis (not part of the article)

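RNA of inguinal fat from male C57BL/6J mice was measured in 15 groups, given by 3 diets during lactation (control, LUN and LON) and 5 ages (days 5, 10, 21, 56 and 112). Each group is represented by 1 RNA pool of 12 mice and by 3 arrays of that pool, so that the 3 arrays are technical replicates. The sample labels give the diet, the age and a number for each array. The numbers of the control and LUN arrays name the pool and an array of it, and those of the LON arrays run from 1 to 15 over all ages. No array was left out.

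The intensity values were made by the authors, who hybridized labelled cRNA to Applied Biosystems Mouse Genome Survey arrays and read them by chemiluminescence on the ABI 1700 system. As deposited, these raw intensities are positive linear signals without normalization across arrays. The background step of the scanner software is not given in the sources used here. The log2 values were made by the authors by quantile normalization in Bioconductor, and were deposited as log2 signals. In these values the 15 LON arrays share one median of 9.815, and the medians of the other arrays begin at 9.779. All results other than those named as deposited were computed from the raw intensities, which have none at or below 0. The normalization done here had a correlation of 0.9998 with the deposited values.

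All 45 arrays were quantile-normalized together and taken to log2 without an offset. A mean for each of the 15 groups was fitted to 33012 probes in limma 3.58.1 under R 4.3.3, with an empirical Bayes prior of 2.74 degrees of freedom. Tests were two-sided, and p-values were adjusted by the method of Benjamini and Hochberg over all probes with a threshold of 0.05. A single symbol was carried by 14411 probes, several by 247 and none by 18354. Current symbols were taken by gene ID from the RefSeq annotation of GRCm38.p6 for 14402 probes, and positions were not used. Of 13840 genes, 540 had more than 1 probe and were represented by the probe with the highest mean signal. The precision is limited by the number of arrays. Tested on simulated data with the spread of the arrays, the fit called 16% of log2 changes of 1 and 63% of log2 changes of 2, with 5 false calls and 0 calls of the wrong sign. The simulation did not vary the number of arrays, and it changed fewer probes than were called in the data.

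The comparisons were LUN against control and LON against control at each age, day 21 against the mean of days 10 and 56 within each diet, the difference of this rise between diets, and control days 5, 10 and 112 against days 21 and 56. The model, these comparisons, the threshold, the gene lists, the rule for naming genes and most of the alternatives were chosen before the data were examined, though values printed in the paper's tables had been seen. The genes named are those the paper names on the arrays, up to 4 called members of each list with the largest changes, and the 10 largest changes in each direction in the 3 main comparisons (LUN and LON at day 21 and the control peak of day 21). The latter were drawn from called probes with 1 symbol, a signal above the median probe and no overlap between the arrays compared.

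In all, 28 lists were fixed. For brown fat and mitochondria they were the Table 1 genes, other brown fat markers, the regulators of Table 2, other respiratory chain genes, ATP synthase, the TCA cycle, fatty acid oxidation, and mitochondrial and cytosolic ribosomal proteins. For adipocytes and tissue structure they were white fat markers, other adipocyte genes, fatty acid synthesis, sterol synthesis, caveolae, cytoskeleton, collagens and matrix, and the cell cycle. For signals they were the glucocorticoid and fasting response and adrenergic and thyroid signalling. Markers of other cells covered skeletal muscle, lymph node B and T cells, macrophages, mast cells, erythroid cells, endothelium, nerve and Schwann cells, mammary and skin epithelium, and preadipocytes and fibroblasts. For each list the called members were counted, and the median log2 fold change was placed among 10000 random lists of the same size drawn from 20 bins of mean signal. Counts are also given when adjusted over the list alone.

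Clustering used k-means with k = 20, 25 starts and Lloyd's algorithm on z-scores of the 15 group means. It took probes above the median signal with a range of at least 2-fold between groups. Correlations with Ucp1 were computed over the 15 group means of the linear normalized signal for the 13 regulators of Table 2. The two-sided permutation tests of 100000 resamples were run in R (smallest p 1e-05). They exchanged the 15 groups freely over ages and diets. Plots were drawn with matplotlib 3.10.9. The paper's text names k-means clustering and gives no number of clusters or filter.

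Alternatives were the deposited normalized values, median scaling, cyclic loess, an offset of 257.1, only the probes above the median signal, a block for the replicate number, an intensity trend of the prior variance, only the compared arrays in the fit, a threshold of 1.5-fold, the methods' t-test, the 15 pools as replicates, the mean of all probes of a gene, and LON arrays by their label number. Each array of the compared groups was also left out in turn. For the clusters and correlations the number of clusters, the scale, the groups used and a threshold of r at 0.9 were varied. The choice of Lloyd's algorithm, the mitochondrial groups counted in the cluster, percentiles 2.5 and 97.5 for calling a list median, and the counts of list members by the methods' t-test or at an unadjusted p were made after seeing the data.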

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

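The lists of genes and their medians were planned. The tests of explanations for the muscle transcripts, for the lower Table 1 genes and for the LON probes were chosen only after the result was seen, and those on muscle tissue and on the Table 1 genes replaced earlier forms that had come out the same way.

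In a model of age and diet over the 15 pools, the LUN pool of day 21 had log2 deviations of -4.21 for Kng2, 3.77 for Hpd, 3.25 for Cars, 4.60 for Cyp2f2, 1.94 for Txnip and 1.86 for Tsc22d3. All of these 6 genes but Tsc22d3 were named for their large changes in that pool, so an adjustment over the named genes alone is no test of them. Tsc22d3 was named for its change in another comparison. Adjusted over all probes, none of the 6 passed, with adjusted p from 0.0829 (Kng2) to 0.490 (Cyp2f2) from limma.

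The paper does not discuss genes of the glucocorticoid and fasting response, which were higher in LUN than in control mice at day 21. Their median log2 fold change was 1.29, with 9 of 14 higher and none lower (10 higher when adjusted over the list alone). Txnip (2.11), Ddit4 (1.89), Asns (1.75) and Fkbp5 (1.75) had the largest changes.

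Markers of mast cells, also outside the paper, had a median of 0.65 in the same comparison and of -0.76 in control mice between day 21 and the mean of days 10 and 56. Of 4 markers, Cma1 (1.02) and Cpa3 (0.75) were higher in LUN mice, and Cpa3 (-1.14) and Cma1 (-0.80) were lower at the control peak. Other markers moved further in the LUN comparison, with medians of 1.52 for skin and mammary epithelium and -1.70 for skeletal muscle.

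Transcripts of skeletal muscle, which the paper does not discuss, were higher in the control pool of day 21 than in those of days 10 and 56 (median log2 difference 4.16), and lower at day 21 in LUN (-1.70) and LON mice (-1.42). Over the 15 pools the markers followed each other with a median pairwise r of 0.923, which is consistent with skeletal muscle in the pooled tissue, and the signal of Acta1 in control mice was 127400, 115900, 938400, 34340 and 851600 from day 5 to day 112. A muscle-like program of the brown adipocytes stays open, since Ucp1 differed from control day 21 by log2 values of -8.45, -3.60 and -0.92 in the pools with muscle markers near it (control day 112, LON day 56 and LON day 10), and since the rho of the muscle median with Ucp1 over the 15 pools was 0.318. Whether muscle is the whole cause of the lower Table 1 genes in LUN mice could not be decided. Over the 12 pools outside day 21 the upper 95% bound of the slope on the muscle level (both on the linear scale) was 0.177, below the 0.332 needed. These pools also differ in age and diet, with which the Table 1 genes vary. The slope therefore cannot bound the part of muscle in the difference at day 21. A biological difference in the tissue with age or diet stays open as untested.

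A set of 29 probes was higher in LON than in control and LUN arrays at every age, 8 of them named (Olfr1238, Dgke, Plcg1, Htr1d, Jak1, Colgalt2, Wipi2 and Pdha1), while 0 probes separated the LUN arrays in this way. All of them (100%) also differed in the deposited values and after 1 normalization of all arrays, which argues against separate normalization as the cause. Over-nutrition during lactation and a separate batch of arrays or hybridisations for the LON pools cannot be told apart, since all LON arrays form a single group of labels. The median absolute log2 difference changed by -1.15% from day 21 to the later ages, and the difference of a probe had a median range of 1.04 over the 5 ages. Both explanations may hold for these probes, and a lasting effect of the diet stays open.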

How the results depend on the processing

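The alternatives that leave out the arrays standing apart, give the later LON labels a term of their own, repeat the clustering with other random starts, or use another k-means algorithm were chosen after seeing the data, and all others were planned. Over all alternatives, 369 of 515 counts of called probes or genes stayed within 1.5 times their value and 146 did not. Of 6848 log2 fold changes of single genes, 6100 kept their direction and their side of the threshold, 686 fell below it, 60 rose above it and 2 changed sign (a further 232 changed sign below the threshold in both settings). Of 967 list medians, 872 moved by less than the spread between arrays, 88 moved by more and 7 called medians changed sign. Ucp1 stayed lower in LUN than in control mice at day 21 under every normalization, between -1.85 with median scaling and -2.28 with the deposited normalized values, and its call was lost with only the compared arrays (adjusted p = 0.0730 from limma) and with pools as replicates (adjusted p = 0.658). Where the construction of an alternative, such as fewer arrays or fewer probes tested, does not account for a change, the cause was not tested. Beside each comparison's count, LUN or LON stands for that group against control mice of the same age, and a peak for day 21 against the mean of days 10 and 56.

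The replicate numbers of the labels do not pair arrays: over 315 pairs of arrays from different groups with the same number, the median correlation of their deviations from the group mean was -0.007, and 13 of 45 arrays were closest to arrays of their own number. With the number as a replicate block, the number of probes called was 858 for LUN at day 21 and 425 for LON at day 21.

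With median scaling, the number of probes called was 554 for LUN at day 21, 237 for LON at day 21, 1020 for LUN at day 10, 93 for LUN at day 112, 936 for LON at day 5, 2250 for LON at day 112, 3174 for the control peak, 790 for the LUN peak and 179 for the LON peak. The log2 fold change for the control peak was -0.021 for Mrpl9 and -0.0060 for Sgk1. LUN at day 21 had a list median of 0.079 for the Table 1 genes, 0.29 for the other respiratory chain genes, 0.56 for the ATP synthase genes, 0.14 for mitochondrial ribosomal proteins, 0.87 for cytosolic ribosomal proteins, 0.16 for the other TCA cycle genes, 0.42 for the other fatty acid oxidation genes, 0.48 for the white fat markers, 0.29 for other adipocyte genes, -0.72 for fatty acid synthesis genes, -0.068 for the caveolae genes, 0.19 for the cytoskeleton genes, 0.17 for matrix genes, 0.11 for cell cycle genes, 1.65 for glucocorticoid and fasting response, 0.43 for adrenergic and thyroid signalling, -1.35 for muscle markers, 0.38 for lymph node markers, 0.84 for mast cell markers, 0.0021 for erythroid markers and 0.086 for endothelium markers. LON at day 21 had a list median of 0.14 for the ATP synthase genes, -0.032 for mitochondrial ribosomal proteins, 0.18 for other adipocyte genes, 0.75 for sterol synthesis genes, 0.87 for the caveolae genes, 0.25 for the cytoskeleton genes, 0.32 for cell cycle genes and 0.26 for lymph node markers. The Table 1 genes had a median of 0.17 for the control peak. The Table 1 genes had a median of 0.53 for the LUN peak. The Table 1 genes had a median of 0.31 for the difference of the LUN and control peaks. LUN at day 10 had a list median of -1.28 for the caveolae genes and -0.53 for the cytoskeleton genes. The cytoskeleton genes had a median of 0.66 for control days 5, 10 and 112 against days 21 and 56. Called genes were 7 of the Table 1 genes for the control peak, 0 of the other respiratory chain genes for LON at day 21 and 5 of the caveolae genes for LUN at day 10. Mitochondrial genes made up 10.9% of the Ucp1 cluster. Under this scaling the median of the probes above the median signal was 0.17 for LUN at day 21 and -0.52 for the control peak.

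With cyclic loess normalization, the number of probes called was 809 for LUN at day 5 and 908 for LON at day 5. LUN at day 21 had a list median of -0.16 for the other respiratory chain genes, 0.19 for cytosolic ribosomal proteins, -0.39 for matrix genes and -0.068 for endothelium markers. The Table 1 genes had a median of 0.32 for the LUN peak. Mitochondrial genes made up 9.14% of the Ucp1 cluster. With the deposited normalized values, mitochondrial genes made up 18.2% of the Ucp1 cluster. With an offset on the log scale, epithelium markers had a median of 1.03 for LUN at day 21. Epithelium markers had a median of 0.78 for LON at day 21. With a trend of the prior variance on intensity, the number of probes called was 814 for LON at day 56 and 1181 for LON at day 112. With the mean of all probes of a gene, the regulators had a median of -0.24 for LON at day 21.

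With only the probes above the median signal, the number of probes called was 743 for LON at day 21, 771 for LUN at day 5, 714 for LUN at day 10, 1036 for LON at day 56, 1332 for LON at day 112 and 574 for the LON peak. Erythroid markers had a median of 0.14 for LUN at day 21. LON at day 21 had a list median of 0.52 for erythroid markers and 1.69 for epithelium markers. Called genes were 6 of the Table 1 genes for LUN at day 21, 1 of the Table 1 genes for LON at day 21, 5 of the Table 1 genes for the difference of the LUN and control peaks, 2 of the other respiratory chain genes for LON at day 21 and 4 of the caveolae genes for LUN at day 10. Fewer probes were tested there, so that the adjustment was milder.

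With only the compared arrays in the fit, the number of probes called was 19 for LUN at day 21, 19 for LON at day 21, 0 for LUN at day 5, 60 for LUN at day 10, 10 for LUN at day 56, 0 for LUN at day 112, 142 for LON at day 5, 58 for LON at day 56, 60 for LON at day 112, 456 for the control peak, 363 for the LUN peak and 101 for the LON peak. The log2 fold change for LUN at day 21 was -2.26 for Ucp1 and -2.37 for Fabp3. Called genes were 0 of the Table 1 genes for LUN at day 21, 3 of the Table 1 genes for the LUN peak, 5 of the Table 1 genes for the difference of the LUN and control peaks, 0 of the other respiratory chain genes for LON at day 21, 0 of the caveolae genes for LUN at day 10 and 0 of the cytoskeleton genes for LUN at day 10. With pools as replicates, the number of probes called was 4 for LUN at day 21, 26 for LON at day 21, 1 for LUN at day 5, 0 for LUN at day 10, 0 for LUN at day 56, 0 for LUN at day 112, 23 for LON at day 5, 22 for LON at day 10, 25 for LON at day 112 and 28 for the control peak. The log2 fold change for LUN at day 21 was -2.46 for Ucp1 and -2.70 for Fabp3. LUN at day 21 had a list median of 0.11 for the ATP synthase genes, 0.078 for cytosolic ribosomal proteins, -0.60 for fatty acid synthesis genes, -0.60 for muscle markers and -0.25 for endothelium markers. LON at day 21 had a list median of 0.18 for the Table 1 genes, -0.18 for the other respiratory chain genes, 0.46 for the other TCA cycle genes, 0.0038 for the cytoskeleton genes, 0.27 for the regulators, 0.30 for matrix genes, -0.065 for glucocorticoid and fasting response, -0.57 for muscle markers and 0.0033 for lymph node markers. Called genes were 0 of the Table 1 genes for LUN at day 21, 6 of the Table 1 genes for the control peak, 0 of the other respiratory chain genes for LON at day 21, 0 of the white fat markers for LON at day 21, 0 of the caveolae genes for LUN at day 10 and 0 of the cytoskeleton genes for LUN at day 10. Both alternatives leave few degrees of freedom for the spread, and that between pools includes effects of age and diet that the model leaves out. With pools as replicates, the values given for the control peak are those of day 21 against the other ages over all diets with diet as a term, since control mice have 1 pool per age. The LUN peak, the LON peak, the difference of the peaks and the age contrast of the caveolae and cytoskeleton genes were not run with pools as replicates.

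With the methods' t-test at an unadjusted p under 0.05, the number of probes called was 3858 for LUN at day 21, 2900 for LON at day 21, 3069 for LUN at day 5, 4503 for LUN at day 10, 2143 for LUN at day 56, 2484 for LUN at day 112, 4460 for LON at day 5, 3436 for LON at day 10, 3858 for LON at day 56 and 3623 for LON at day 112. After adjustment of that test, the number of probes called was 126 for LUN at day 21, 3 for LON at day 21, 0 for LUN at day 5, 77 for LUN at day 10, 1 for LUN at day 56, 0 for LUN at day 112, 155 for LON at day 5, 136 for LON at day 10, 13 for LON at day 56 and 58 for LON at day 112.

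With only LON arrays numbered 1 to 8, the number of probes called was 177 for LON at day 21, 364 for LON at day 5, 2073 for LON at day 56, 93 for LON at day 112 and 633 for the LON peak. Called genes were 0 of the white fat markers for LON at day 21. With only LON arrays numbered 9 to 15, the number of probes called was 1482 for LON at day 21, 117 for LON at day 5, 118 for LON at day 56, 193 for LON at day 112 and 829 for the LON peak. LON at day 21 had a list median of -0.11 for the other respiratory chain genes, 0.11 for cytosolic ribosomal proteins, 0.42 for the other TCA cycle genes, -0.042 for fatty acid synthesis genes, 0.0091 for the cytoskeleton genes, 0.20 for the regulators, 1.00 for adrenergic and thyroid signalling, 0.25 for lymph node markers, -0.13 for nerve markers and -0.38 for preadipocyte markers. Called genes were 2 of the Table 1 genes for LON at day 21 and 3 of the other respiratory chain genes for LON at day 21. The arrays numbered 1 to 8 are 2 of the LON arrays at days 5, 10 and 21 and only 1 at days 56 and 112, and those numbered 9 to 15 are only 1 at days 5, 10 and 21 and 2 at days 56 and 112. Where 1 array is left it has no spread of its own, and its value cannot be told from a fault of that array. Such single arrays at day 21 (LON day 21 replicate 3) and at day 56 (LON day 56 replicate 1) are among the 5 that stand apart. With a term for the later LON labels, the number of probes called was 308 for LON at day 56 and 483 for LON at day 112. The cytoskeleton genes had a median of 0.079 for LON at day 21. Without the 5 arrays that stand apart, the number of probes called was 119 for LUN at day 112, 232 for LON at day 56 and 434 for LON at day 112. Called genes were 1 of the Table 1 genes for LON at day 21.

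With 10 clusters, the Ucp1 cluster held 1079 probes. With 40 clusters, the Ucp1 cluster held 416 probes and mitochondrial genes made up 8.82% of the Ucp1 cluster. With linear group means, mitochondrial genes made up 9.09% of the Ucp1 cluster. With a threshold of r at 0.9 in place of k-means, the Ucp1 cluster held 4 probes and mitochondrial genes made up 75% of the Ucp1 cluster. With the random seed 5, mitochondrial genes made up 7.69% of the Ucp1 cluster. With Hartigan and Wong's algorithm on the deposited normalized values, mitochondrial genes made up 7.32% of the Ucp1 cluster. For the correlations with Ucp1 without the 2 farthest groups, r was 0.72 for Ppara and r was 0.51 for Ppargc1b.

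With each array of the compared groups left out in turn, the number of probes called ranged from 269 (without LON day 21 replicate 3) to 483 (without control day 21 replicate 3) for LON at day 21, 260 (without LUN day 5 replicate 3) to 447 (without LUN day 5 replicate 1) for LUN at day 5, 233 (without control day 10 replicate 3) to 427 (without LUN day 10 replicate 2) for LUN at day 10, 49 (without control day 56 replicate 1) to 402 (without LUN day 56 replicate 3) for LUN at day 56, 92 (without LUN day 112 replicate 1) to 1980 (without control day 112 replicate 3) for LUN at day 112, 309 (without LON day 5 replicate 2) to 535 (without control day 5 replicate 1) for LON at day 5, 176 (without LON day 56 replicate 1) to 1829 (without LON day 56 replicate 2) for LON at day 56, 261 (without LON day 112 replicate 2) to 2454 (without control day 112 replicate 3) for LON at day 112, 676 (without control day 21 replicate 2) to 1257 (without control day 21 replicate 3) for the control peak, 923 (without LUN day 21 replicate 3) to 1556 (without LUN day 56 replicate 3) for the LUN peak and 217 (without LON day 21 replicate 3) to 369 (without LON day 56 replicate 2) for the LON peak. For LUN at day 21 it ranged from 628 to 877. Where 1 of 3 arrays is left out, the others are assumed to vary like those of the other groups.

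Over the same runs, LUN at day 21 had a list median of -0.26 to -0.18 for the other respiratory chain genes, -0.17 to 0.14 for the ATP synthase genes, 0.052 to 0.17 for cytosolic ribosomal proteins, -0.035 to 0.40 for the other fatty acid oxidation genes, -0.28 to 0.025 for the other brown fat markers, -1.12 to -0.89 for fatty acid synthesis genes, -0.21 to -0.0060 for the cytoskeleton genes, -0.34 to -0.24 for matrix genes, -0.24 to 0.067 for erythroid markers, -0.20 to 0.051 for endothelium markers and 0.99 to 1.65 for epithelium markers. LON at day 21 had a list median of 0.033 to 0.19 for the cytoskeleton genes and -0.58 to -0.15 for nerve markers. Called genes were 0 to 1 of the Table 1 genes for LON at day 21, 13 to 21 of the Table 1 genes for the control peak, 5 to 9 of the Table 1 genes for the LUN peak, 0 to 1 of the other respiratory chain genes for LON at day 21, 0 to 2 of the caveolae genes for LUN at day 10 and 1 to 2 of the cytoskeleton genes for LUN at day 10.

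The signal over background is not known, since no background level was measured here. The 25th percentile of the mean signal was 554 and the median 1100, and genes such as Dio2 lay below the former. The files hold no detection flags, so that no probe could be called absent.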

Differences from the paper's values

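The paper's values come from its text and tables, and the alternatives named were chosen before the data were examined. Signals are quantile-normalized means of 3 arrays. A signal, ratio or count differs from the paper's when both the gap is larger than the SD and one value is over 1.5 times the other. A correlation differs when its sign is another or the gap is larger than its SD over sets of replicates. By this rule the paper's ratio of Ucp1 (control to LUN 6.84, against 4.83 here) and ratio of Fabp3 (7.05, against 5.14 here) do not differ. Both gaps come mainly from the paper's control column, which lies above the control signals here, while its LUN signals lie near those here. A value is called within the paper's when it does not differ by the same rule.

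For Uqcrc2 the paper's control signal at day 21 is 7.59E+05, against 467900 here, and no alternative among 15 came within the paper's value. The paper's ratio of control to LUN is 2.12, against 1.29 here (1.42 without LUN day 21 replicate 1, which is within it). The paper's ratio of control to LON is 1.31, against 0.814 (0.879 without LON day 21 replicate 3, or with LON arrays numbered 1 to 8 only, which are within it).

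The paper's signal of Cox5b in LUN mice is 1.81E+05, against 463100 here, and the paper's ratio of control to LUN is 1.35, against 0.771. No alternative came within either. The paper's LON signal is 1.85E+05, against 278900, and came within it with median scaling (230300), cyclic loess (254700), without LON day 21 replicate 1 (253100), without LON day 21 replicate 3 (271900) and with LON arrays numbered 1 to 8 (271900).

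The paper's signal of Hadhb in control mice is 2.03E+05, against 513800 here (279600 with the mean of all probes, which is within it). The paper's LUN signal is 1.01E+05, against 309400, and the paper's LON signal is 1.88E+05, against 486700, with no alternative within either.

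For Acaa2 the paper's control signal is 3.30E+05, against 185400 here, the paper's ratio of control to LUN is 2.05, against 1.13, and the paper's ratio of control to LON is 1.03, against 0.588. No alternative came within these.

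The paper's correlations with Ucp1 in Table 2 differ from those here for 8 of 13 regulators, and for 7 when the values with 3 digits in its text are taken for Ppara and Ppargc1b. They are -0.006 for Prdm16 (here -0.30), -0.13 for Foxc2 (here -0.28) and 0.25 for Prkar2b (here 0.10), with no alternative within them. The paper's value for Rbl1 is 0.061 (here -0.052, which differs by its sign alone, the SD being 0.227), and the sign was the paper's on log2 group means (0.09) and without the 2 farthest groups (0.23). For Pparg it is -0.15 (here -0.37), with -0.006 in control and LUN groups only. The paper's value for Ppara is 0.97 in Table 2 (here 0.949), which differs only as rounded there, since the text correlation of Ppara with Ucp1 is 0.967 and lies within the SD. By the rounded value it was within with 0.955 in control and LUN groups only, 0.956 with the deposited values and 0.953 with median scaling. For Ppargc1b it is 0.93, and 0.925 in the text (here 0.897), with 0.932 in control and LUN groups only. For Eif4ebp1 it is -0.19 (here -0.31), with -0.16 on log2 group means and -0.28 with the deposited values.

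The paper's cluster with Ucp1 holds 180 genes, against 706 probes with 354 named genes here, and many probes have no gene symbol. Counted in named genes, it was within the paper's size with 40 clusters (204) and with median scaling (265), and counted in probes with no alternative among 7. The paper's share of mitochondrial genes in the cluster is 30%, against 4.52%, with no alternative among 7 within it. These are unlike measures. The paper counts genes for proteins located in the mitochondria, while the count here holds only members of the mitochondrial gene lists and leaves out others. The paper's text states no number of clusters or filter.

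The paper's control column of Table 1 lies above the mean of the deposited control signals for 45 of 47 genes (not for Cox5b and Hadhb), with 0 of 47 within 1%, while the LUN and LON columns match the deposited means within 1% for 45 of 47 genes each. Under median scaling 45 of 47 control signals and the 3 folds stated in the text differ from the paper's.

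In its discussion the paper names Ppargc1a, beside Ppara and Ppargc1b, as linked to the induction of brown adipocytes, drawing also on earlier genetic studies. Here Ppargc1a had a Pearson r of 0.12 and a Spearman rho of 0.57, and Ppargc1b an r of 0.897. The r of Ppargc1a in Table 2 of the paper is also low and does not differ from that here. The paper states that most genes were lower in LON mice, and here 24 of 47 were lower and 23 higher. This gap comes from the paper's control column. Its LON column matches the deposited means within 1% for 45 of 47 genes and its control column for 0. It states that other isoforms of the respiratory complexes were suppressed alike, and here 28 of 38 were lower with a median log2 fold change of -0.24 (0.29 with median scaling), a median that 0.38% of random lists fell below, while none was called by limma (2 lower at an unadjusted p under 0.05) and 7 were lower and 1 higher by the methods' t-test. In LON mice the same respiratory chain genes had a median of -0.35. The paper states that white fat markers were not significantly suppressed at day 21 or at other ages. At day 21 none was called by limma here, but the ratio of control to LUN signal was 2.39 for Gpd1. By the methods' t-test 1 marker remained there after adjustment. Scd1 was lower at day 5 (-2.95) and day 10 (-3.14). That call was lost at day 5 with only the compared arrays and by the methods' t-test after adjustment, and at day 10 with pools as replicates.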

Other observations

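The tests of the control column of Table 1 were chosen only after the result was seen, and that on a scale factor replaced an earlier form over all 47 genes with the same outcome, while the splits of the arrays were planned.

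Of 15 genes of fatty acid synthesis, 3 were lower in LUN than in control mice at day 5 (9 when adjusted over the list alone), with a median log2 fold change of -1.23, and 3 were lower at day 10 with a median of -0.51. None was called by limma at day 56 (1 higher at an unadjusted p under 0.05, median 0.12) or at day 112 (3 higher at an unadjusted p under 0.05, median 0.39), and none by the methods' t-test at either age. In LON mice 5 were higher at day 5 (median 0.93), 3 at day 21 (0.29, with Scd1, Acss2 at 2.02 and Me1 at 1.45) and 4 at day 112 (0.49). Sterol synthesis genes in LON mice at day 21 had a median of 0.53, with Insig1 (1.60), Msmo1 (1.10) and Pmvk (1.03) higher, and at the control peak of day 21 a median of -0.70, with 4 lower.

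Leptin followed age and diet. The mean signal of Lep in control mice was 72060, 145600, 48080, 39620 and 498900 from day 5 to day 112, and in LUN mice 3980, 8567, 912, 34880 and 284200. Genes of the skin epithelium were higher in LON mice at day 21, with Lor (4.75), Krt5 (3.46) and Krt14 (2.15) called and a median of 1.24, and in LUN mice Lor (3.49) and Krt5 (1.97) were called with a median of 1.52 (3 higher when adjusted over the list alone).

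At day 21 in LUN mice none of 12 lymph node markers was called by limma (3 higher and 1 lower at an unadjusted p under 0.05, 2 higher and 1 lower by the methods' t-test), with a median of 0.16, and at the control peak 4 were higher (Ltb by 1.47, Ccr7 by 0.96). Of 8 macrophage markers Cd14 was higher in LUN mice (1.15, list median 0.40). Their median in LON mice was 0.56, with none called by limma (2 higher and 1 lower at an unadjusted p under 0.05, 1 higher and 2 lower by the methods' t-test). Of 7 endothelium markers Emcn was lower (-0.92, list median 0.02, and -0.07 with cyclic loess), and Pecam1 was higher in LON mice (0.79, list median 0.79, 4 genes when adjusted over the list alone). None of 4 erythroid markers was called by limma (0 at an unadjusted p under 0.05 and 0 by the methods' t-test), with a median of -0.18 (0.0021 with median scaling), and none of 4 nerve markers (1 lower at an unadjusted p and 1 by the methods' t-test), with a median of -0.32. None of 8 caveolae genes was called in LUN mice at day 21 by limma (1 higher and 3 lower at an unadjusted p under 0.05, and 3 lower by the methods' t-test), with a median of -0.28. In LON mice their median was 0.69 and Cavin1 was higher (1.15, 4 genes when adjusted over the list alone). Of 23 cytoskeleton genes 1 was higher and 3 were lower in LUN mice, with a median of -0.10 (0.19 with median scaling). Of 11 genes of adrenergic and thyroid signalling none was called in LUN mice by limma, 1 was higher at an unadjusted p under 0.05 and 1 was higher by the methods' t-test, with a median of 0.14.

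Over the other ages, LUN against control had 183 probes higher and 284 lower at day 5 (332 and 194 with median scaling), 189 and 270 at day 10 (161 and 859, and 293 and 283 with cyclic loess), 53 and 14 at day 56, and 58 and 124 at day 112 (18 and 75). LON against control had 351 higher and 232 lower at day 5 (807 and 129 with median scaling, 455 and 453 with cyclic loess), 218 and 26 at day 10, 216 and 291 at day 56 (348 and 274 with cyclic loess, 233 and 209 with the deposited values), and 489 and 296 at day 112 (1863 and 387 with median scaling, 490 and 548 with cyclic loess). The LUN peak of day 21 had 772 probes higher and 614 lower, and the LON peak 192 and 172 (60 and 119 with median scaling).

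The splits of 3 arrays against 3 are too few for a share under 0.05, as only 10 can be made and 1, the real one, called as many. The real split called 895 probes for LUN at day 21 and the highest other split 25, and for LON at day 21 they called 463 and 9. At the other ages these values were 467 and 3, 459 and 1, 67 and 4, and 182 and 22 for LUN at days 5, 10, 56 and 112, and 583 and 1, 244 and 0, 507 and 1, and 785 and 6 for LON. For the peak of day 21, 100 splits were drawn. As many probes as in the real split, itself included, were called in 2 of them for control (1239, highest other 1528). For LUN it was 2 (1386, highest other 1504) and for LON 5 (364, highest other 1418). Most other splits mix arrays of different ages, which widens the spread within groups and lowers the count. These shares therefore cannot exclude chance or test a peak at day 21. The same draws served each diet. The splits exchange arrays of single pools, so they cover array error and say nothing on chance differences between pools or mice. The highest other split set the 3 arrays of day 10 apart each time, a structure of the samples by age.

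The paper's control values in Table 1 lie above the mean of the deposited control arrays of day 21 for 45 of 47 genes, with a median ratio of 0.735 of the deposited mean to the paper's value over the 45 genes whose other columns match. The tables argue against a mean over fewer than the 3 arrays, since the highest share of genes matching within 1% over all subsets was 0%, and against signals without normalization, since that share was 0% as well. They argue against one scale factor for the control column, since the coefficient of variation of the ratio was 6.89% (range 0.541 to 0.831). No biological explanation was tested.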
